# Comparative profiling of the sense and antisense transcriptome of maize lines

**DOI:** 10.1186/gb-2006-7-3-r22

**Published:** 2006-03-13

**Authors:** Jiong Ma, Darren J Morrow, John Fernandes, Virginia Walbot

## Abstract

**Background:**

There are thousands of maize lines with distinctive normal as well as mutant phenotypes. To determine the validity of comparisons among mutants in different lines, we first address the question of how similar the transcriptomes are in three standard lines at four developmental stages.

**Results:**

Four tissues (leaves, 1 mm anthers, 1.5 mm anthers, pollen) from one hybrid and one inbred maize line were hybridized with the W23 inbred on Agilent oligonucleotide microarrays with 21,000 elements. Tissue-specific gene expression patterns were documented, with leaves having the most tissue-specific transcripts. Haploid pollen expresses about half as many genes as the other samples. High overlap of gene expression was found between leaves and anthers. Anther and pollen transcript expression showed high conservation among the three lines while leaves had more divergence. Antisense transcripts represented about 6 to 14 percent of total transcriptome by tissue type but were similar across lines. Gene Ontology (GO) annotations were assigned and tabulated. Enrichment in GO terms related to cell-cycle functions was found for the identified antisense transcripts. Microarray results were validated via quantitative real-time PCR and by hybridization to a second oligonucleotide microarray platform.

**Conclusion:**

Despite high polymorphisms and structural differences among maize inbred lines, the transcriptomes of the three lines displayed remarkable similarities, especially in both reproductive samples (anther and pollen). We also identified potential stage markers for maize anther development. A large number of antisense transcripts were detected and implicated in important biological functions given the enrichment of particular GO classes.

## Abstract 2

Comparative transcriptome profiling of inbred maize lines demonstrates remarkable similarities and a large number of antisense transcripts.

## Background

Maize geneticists and breeders utilize thousands of inbred and hybrid lines in their research. The diversity of extant lines reflects both the ease of crossing corn (*Zea mays *L.) and the long life of seeds. These lines are derived from hundreds of landraces collected in US farmers' fields and from native Americans beginning in the early 20th century. Lineage records track these materials, the crosses among them, and the inbred lines derived over the past century [1,2]. Phenotypic differences between inbreds can be subtle or dramatic as lines were bred for size, floral morphology, days to flowering, seed constituents, and myriad other traits; distinctive alleles as well as epistatic interactions between loci are the genetic basis for these traits. Differences among lines are notable in genetic analysis when a particular allele, such as a new mutant allele, is introgressed into a range of inbred lines: there can be a striking impact in some lines but a quenching of the expected phenotypes in other lines [3]. Climatic conditions at specific locations also constrain which lines will flourish, reflecting differences in environmental responses. Therefore, it is of great interest to quantify line-specific aspects of gene expression that are the underlying basis for phenotypic variation among inbreds and hybrids and to determine the characteristic patterns of gene expression in specific organs in multiple wild-type lines before examining the impact of mutations on the transcriptome of developing organs.

One complication in defining gene functions in maize is that the species has a tetraploid genome from an event about 11 to 15 mya. The genome retains most of the duplicated chromosomal segments as well as more recently generated duplicated genes [4]. Based on approximately 407,000 public Expressed Sequence Tags, representing parts of gene transcripts, there are 31,375 tentative contigs plus 27,207 singleton sequences totaling approximately 58,582 possible genes (The Institute for Genomic Research (TIGR) Maize Gene Index release 15.0, September 2004), a number likely to shrink to approximately 50,000 with more complete transcript sequencing. Despite the apparent redundancy of genes within this assembly, visible mutants are readily recovered [5]. At present, 6,505 maize loci are defined [6]. Therefore, alleles of many individual genes have distinctive functions in at least one tissue or organ compared to related loci.

A key question that can be addressed with transcriptome profiling is whether lines express the same loci in specific organs and tissues. That is, does the normal phenotype of an organ require that nearly all of the same genes be expressed and in a quantitatively similar manner or can the wild-type condition be achieved despite significant variation in the transcriptome? A related question is how distinctive the progression in gene expression can be during organ development in phenotypically distinctive maize lines. A third question considers whether some organs show more highly conserved patterns of gene expression in diverse lines than other organs, suggesting canalization of the regulatory alleles and of their targets in specifying certain plant parts.

The topic of organ-specific gene expression within one hybrid line was addressed previously by Cho *et al*. [7], who examined 7 organs of maize in a hybrid line composed of 75% inbred K55, 20% W23, and 5% Robertson's Mutator stocks; for roots, leaf blades, and leaf sheaths several developmental stages were examined. A printed cDNA microarray containing approximately 5,600 different genes was used for transcriptome profiling, and the data generated were sufficient to organize a hierarchy of relatedness among the tested organs. As expected, all leaf blade samples clustered together with leaf sheaths as a close sister group; organs associated with reproduction, whether photosynthetic husk leaves or floral organs, clustered together. A major limitation in this study was that cross-hybridization among family members would be expected to obscure many interesting patterns of gene expression; indeed, only 7% of the queried cDNAs showed organ-specific expression, as would be expected if a gene class was required in all the examined organs [7]. The cDNA array format could not determine which member of a recently duplicated gene pair or gene family was expressed in each organ; on a limited scale, suites of oligonucleotide probes printed on the same slide for a few selected gene families showed that short oligonucleotide probes could provide gene-specific data necessary to resolve which family members are expressed in specific patterns [7].

To begin to answer the question of organ-specific expression and to determine the congruence in transcriptomes among lines, a new microarray platform containing *in situ *synthesized 60-mer oligonucleotide probes was employed. A reference design experiment comparing the W23 and A619 derivative lines and W23 and the F1 ND101/W23 hybrid was used with samples from juvenile leaves, mature pollen, and two stages of anther development. In this way, we could examine overlap in gene expression between vegetative, floral, and haploid gametophyte stages as well as determining the similarities between lines. For our validation analysis, both quantitative RT-PCR and hybridization to a second oligonucleotide-based microarray platform were employed.

## Results

### Biological materials and study design

The W23, ND101, and an A619 derivative are Corn Belt Dent varieties, a classification based on origin and seed morphology, but they share no recent common ancestor [1]. They are very similar in gross morphology at all stages of development, but can be distinguished in quantitative traits such as days to flowering, typical seed set, leaf length and width (data not shown). One specific motivation for choosing these lines is that we have begun analyzing male-sterile mutants of maize that are available in these three particular backgrounds. The lines were grown in a common field and four organ types - juvenile leaf blade, 1 mm anther, 1.5 mm anther, and haploid pollen - were recovered for comparison. Mature anthers are sacs composed of four concentric rings of somatic tissue layers; in the middle of each anther hundreds of pre-germinal cells initiate meiosis [8]. Four haploid gametophytes (pollen grains) develop from each meiosis; each pollen grain contains two sperm cells required for the double fertilization characteristic of maize and other flowering plants. Based on Cho *et al*. [7], the expectation was that leaf, anther, and pollen samples would exhibit approximately an equal number of organ-specific transcripts and that the two anther stages would be significantly more similar to each other than to either leaf or pollen. Although these two stages are only one day apart, they are very distinctive developmentally. Within the 1 mm anther, cell divisions are common in the epidermis, in the three internal somatic layers (endothecium next to the epidermis, middle layer, and then tapetum), and in the innermost cell group of pre-germinal cells [9]. Although the somatic cells are already organized into the concentric rings characteristic of a mature anther, cellular specializations are incomplete; the pre-germinal cell population is still expanding, and there is no evidence of pre-meiotic cells (data not shown). At the 1.5 mm stage, each of the cell layers has further differentiated and, based on chromosomal condensation characteristics, meiosis will soon initiate in some of the pre-germinal cells (L Harper and WZ Cande, personal communication).

Complementary RNAs (cRNAs) from the four tissue stages of A619, hybrid ND101/W23, and inbred W23 were used in two-sample comparisons on a 60-mer *in situ *synthesized array platform (Agilent platform; see Materials and methods for details). 

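RNA of A619 and of the ND101/W23 hybrid was compared with RNA of the same tissue from W23 on 24 arrays, 3 for each of the 8 comparisons. The 36 biological samples comprised 12 from each of A619, ND101/W23 and W23. In each tissue, every W23 sample was hybridized against A619 on 1 array and against ND101/W23 on another (Figure 1), so that arrays of both lines with the same replicate number share a W23 sample. The values analysed here are log2 ratios that the authors normalized within each array (rank-invariant probes, then loess) and scaled to the same variance among the triplicates. They cover 7900 probes, of which 7817 had a value on all 24 arrays, and the array medians lay between -0.04 and 0.04. Every ratio was read as the line over W23, a direction set by the values of ND101/W23 in Additional data file 6. Signal intensities, detection calls and antisense probes are not analysed here. A probe was called differentially expressed when its mean ratio differed from 0 at a false discovery rate of 0.05 in limma and all 3 ratios had the same sign. The 6 arrays of a tissue shared 1 estimate of the spread of each probe. Product names are the protein matches that the study lists for the ESTs, so that a name stands for similarity of sequence. The number of arrays limits the precision: in a test on simulated data, limma called 62 to 67 of 100 probes given a 2-fold difference and 91 to 97 of 100 given a 4-fold difference.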

As shown in Figure 1, 36 independent biological samples were used for 8 comparisons. The reference design produced six hybridization results for each W23 stage, and there are three biological replicates of the other two lines at each stage. W23 is the standard inbred line for our introgression program and has been previously employed in transcriptome profiling experiments involving leaf tissue [10]; it is the maize line with the most publicly available transcriptome profiling results at the present time.

Because the maize genome has not yet been sequenced, the 22,000 probes for the Agilent arrays were designed from the MaizeGDB December 2003 EST assemblies [11]. Later these probes were mapped onto the TIGR Maize Gene Index assemblies (release 15.0, September 2004). In summary, these probes represent approximately 8,000 sense transcripts, approximately 5,000 antisense transcripts, and approximately 8,000 transcripts with undetermined orientation in this classification. Probes showing significant hybridization were manually analyzed to refine their classification as sense or antisense, and we estimate the array had probes to approximately 13,000 sense transcripts. Note that in the rest of the text, transcripts denote RNA species that were detected on the arrays because they hybridized to one or more oligo probes, either sense or antisense. Generally, the number of hybridized probes is larger than the number of possible transcripts, because there are two or more probes for a subset of genes. When we discuss antisense transcripts, we refer to RNA species that overlap with a known or highly likely cDNA on the reverse strand. The exact length of overlap is not known, but one or more probes to the antisense strand hybridized to the RNA sample with a dye signal above the background threshold. A concern regarding such transcripts might be their generation during cDNA synthesis through fold back self-priming. This will not be a significant problem for the oligo array platform because cRNAs were produced and labeled for hybridizations, although the precise representation of most transcripts was not independently verified in the cRNAs (see Materials and methods).

To identify probes that hybridized, we used an iterative approach and generated statistics from probes that are above background signals in all hybridizations (see Materials and methods for details). Analysis of the final results showed that the thresholds chosen were around the 90th percentile of median signals for the known antisense probes, most of which fail to hybridize with target RNAs, providing a reasonable cross validation of the approach (data not shown). Another benefit of this approach is to remove variances between biological replicates reflecting environmental factors, although this kind of difference is small compared to true line-specific expression differences. For the whole probe set, the correlation coefficients of the raw dye median intensities between each pair of biological replicate are mostly between 0.95 and 0.98, even when they were labeled with different dyes and presumably dye bias could have an effect. This is comparable to technical variances as assessed by duplicated probes on the arrays and both can be removed effectively by our approach.

### Distinctive patterns of gene expression in organs and by genetic background

As shown in Table 1, approximately 5,700 transcripts showed a positive hybridization signal in each anther and juvenile leaf sample. In contrast, about half as many transcript types were detected in pollen samples. Because the probe designs were based on EST data, they are weighted toward more highly expressed genes, and we therefore consider it significant that specific probes fail to hybridize with certain tissue samples. The total transcriptome of each sample is likely to be considerably larger than reported here, because the array platform contains probes to detect only about 25% of the expected gene transcripts of maize [12].

In terms of gene expression patterns, the juvenile leaves had the most distinctive transcriptome, with approximately 18% tissue-specific transcripts in A619, ND101/W23 and W23 compared to anthers or pollen. Pollen, representing a 10 to 20 minute interval during pollen shed from the anther, was the most discrete stage collected in terms of temporal development; pollen contained approximately 14% sample-specific transcripts in the three lines examined. Anther stages, which differ by one or two days of development, exhibited approximately 5% stage-specific transcripts at the 1 mm size and approximately 4% stage-specific transcripts at the 1.5 mm stage. If the anther data are combined and treated as one stage for comparison to pollen and juvenile leaf, anther-specific transcripts increase to 20% (Figure 2f), and collectively exceed the juvenile leaves.

Because a two-color hybridization protocol was employed in which each A619 or hybrid ND101/W23 sample was compared to W23, it was also feasible to define differentially expressed genes in the paired tests. 

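In A619, 327 probes differed from W23 in 1 mm anthers (166 higher and 161 lower), 1603 in 1.5 mm anthers (683 higher and 920 lower), 3317 in juvenile leaf (1891 higher and 1426 lower) and 121 in mature pollen (50 higher and 71 lower). Each count comes from 3 arrays and holds at an adjusted p under 0.05 from limma. In 1 mm anthers, TC270572, similar to a rice hypothetical protein, had a log2 ratio of 3.10 ± 0.59 (SD, n = 3 arrays, standard error 0.45, adjusted p = 0.0113 from limma). Its ratios were 3.59, 3.94 and 3.55 in 1.5 mm anthers and 2.00, 2.56 and 2.82 in leaf. In the hybrid the paper marks it as a qRT-PCR outlier at both anther stages. There the paper's array ratios were 3.74 and 3.53, beside 1.15 and 0.52 by qRT-PCR. TC260239, a homologue of an NADP dependent malic enzyme, was lower in A619 at both anther stages: its log2 ratio was -2.84 ± 1.26 in 1 mm anthers (adjusted p = 0.0246 from limma) and -4.17 ± 0.28 in 1.5 mm anthers (adjusted p = 0.00811). Its 3 ratios in leaf were -3.02, -4.64 and -2.61. TC261622, a homologue of aminoalcoholphosphotransferase, an enzyme of phospholipid synthesis, was also lower at both anther stages, with log2 ratios of -2.21 ± 0.33 and -2.88 ± 0.07. TC262031, similar to an endo-1,4-beta-glucanase, was higher in 1.5 mm anthers by a log2 ratio of 3.46 ± 0.39 (standard error 0.20, adjusted p = 0.00032 from limma). TC254853, similar to ammonium transporter 1-1, went in opposite directions in the anther and the leaf: its log2 ratio was -2.81 ± 0.85 in 1.5 mm anthers and 2.38 in leaf (both called). The leaf of A619 held the widest differences. Catalase isozyme 2 (TC252043) was higher there by a log2 ratio of 4.15 ± 0.56 (standard error 0.38, adjusted p = 0.000316 from limma), and zeaxanthin epoxidase (TC261429) by 3.39 ± 0.59. Nitrate reductase (AW461127), at -4.45 ± 1.10 (adjusted p = 0.000245 from limma), and the RuBisCO small subunit (TC268077), at -3.24 ± 1.01, were lower. Soluble acid invertase (TC260417) was lower at -4.20 ± 1.07; it is on the list of pollen-specific transcripts, whose members were lower as a group on leaf replicate 3. In pollen, TC259833, weakly similar to alpha expansin 26, was higher by a log2 ratio of 3.57 ± 0.11 (adjusted p = 0.00239 from limma), while TC251179, weakly similar to a squamosa-promoter binding protein, was lower at -3.28 ± 0.97. Leaving out replicate 1, 2 or 3 in turn gave 48, 44 and 75 calls in 1 mm anthers, 488, 1514 and 191 in 1.5 mm anthers, 1616, 2606 and 2988 in leaf, and 0, 122 and 9 in pollen. The balance of higher and lower probes in leaf kept its direction in these fits, but not in the other tissues: in 1.5 mm anthers 271 were higher and 217 lower without replicate 1 and 109 and 82 without replicate 3, in pollen 79 and 43 without replicate 2, and in 1 mm anthers 19 and 25 without replicate 2 and 33 and 42 without replicate 3. Rank Products gave 151 higher and 139 lower in 1.5 mm anthers and 126 and 157 in 1 mm anthers. Rank Products, the test of the paper, called 290 probes in 1.5 mm anthers and 324 in leaf, and a fit that pairs the arrays by replicate number called 184 in pollen.

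**Figure D1:**
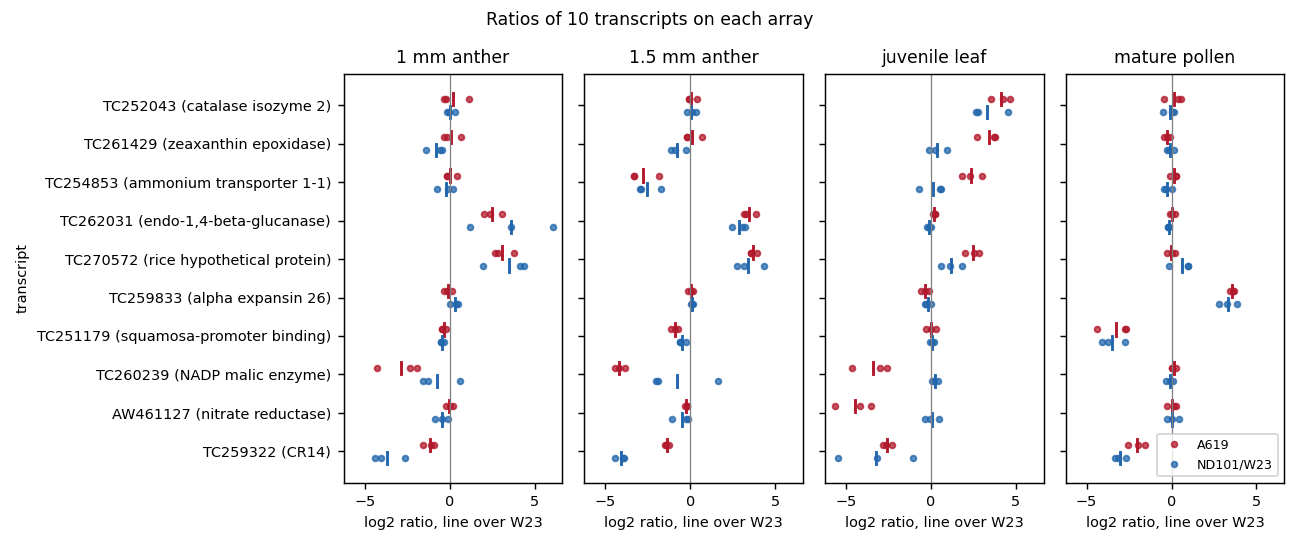
Log2 ratio of A619 (red) and ND101/W23 (blue) over W23 for 10 transcripts in each of the 4 tissues. Each point is 1 of the 3 arrays and each vertical bar is their mean.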

A619 showed more differences compared to W23 than did the F1 hybrid of ND101 with W23; there were approximately 300 differentially expressed genes in each anther stage and in leaf in the A619-W23 comparison and fewer than 100 for pollen. 

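In ND101/W23, 557 probes differed from W23 in 1 mm anthers (195 higher and 362 lower), 313 in 1.5 mm anthers (144 higher and 169 lower), 812 in juvenile leaf (464 higher and 348 lower) and 74 in mature pollen (44 higher and 30 lower), at an adjusted p under 0.05 from limma on 3 arrays each. TC259322, similar to the 14 kDa protein (CR14) of the ubiquinol-cytochrome C reductase complex, had a negative array ratio in the hybrid in every tissue. Its log2 ratio was -3.69 ± 0.92 (SD, n = 3 arrays; standard error 0.31, adjusted p = 0.00513 from limma) in 1 mm anthers, -4.10 ± 0.28 in 1.5 mm anthers, -3.23 ± 2.20 in leaf and -3.06 ± 0.33 in pollen. The qRT-PCR ratios that the paper lists for this transcript were -0.05, -0.89 and 0.39 in the first 3 of these tissues, and the paper marks them as outliers. In pollen the paper lists it as not detected, both on the array and by qRT-PCR. The endo-1,4-beta-glucanase TC262031 was higher at both anther stages, with log2 ratios of 3.63 ± 2.42 (standard error 0.74, adjusted p = 0.0318 from limma) and 2.90 ± 0.42 (standard error 0.20, adjusted p = 0.00141). So was a transcript similar to ribosomal protein L15, at 2.45 ± 0.79 and 2.45 ± 0.75. Pyruvate decarboxylase (TC272314) was lower in 1 mm anthers at -2.65 ± 1.00 (adjusted p = 0.0104 from limma), and the ammonium transporter TC254853 was lower in 1.5 mm anthers at -2.53 ± 0.69 (adjusted p = 0.0165). Catalase isozyme 2 was higher in the leaf of the hybrid by a log2 ratio of 3.32 ± 1.05 (standard error 0.38, adjusted p = 0.00864 from limma). In pollen, the expansin-like TC259833 was higher at 3.31 ± 0.52, as was TC259707, an HMG-like nucleosome/chromatin assembly factor D, at 1.85 ± 0.33, and TC251179 was lower at -3.53 ± 0.73. The counts depend on single arrays: without replicate 1, 2 or 3 they were 383, 43 and 0 in 1 mm anthers, 37, 920 and 0 in 1.5 mm anthers, 0, 80 and 451 in leaf, and 0, 89 and 3 in pollen. In 1.5 mm anthers 21 were higher and 16 lower without replicate 1, and Rank Products gave 76 and 61 there and 46 and 65 in pollen, against the direction of the counts above. Rank Products called 113, 137 and 179 probes in the anther stages and leaf, and pairing the arrays by replicate number gave 890, 538, 1919 and 150 calls in the 4 tissues.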

The number of differences in the W23-ND101/W23 comparison was about half of the A619 differences in the anther samples but very similar for the other two tissues. Although parentage should be highly predictive of gene expression patterns, and it would therefore be logical to expect A619 to be more distinctive than the F1 hybrid, hybrid vigor is an important consideration. This phenomenon was discovered in maize at the beginning of the 20th century [13]; after inbreeding depresses plant yield and growth, combination with another inbred line typically yields an F1 hybrid far superior to either parent, suggesting significant changes in gene expression. Nonetheless, for the lines examined here, the ND101/W23 hybrid is more similar to W23 than the heterologous A619 line.

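The log2 ratios of A619 and ND101/W23 over W23 differed from each other at 58 probes in 1 mm anthers (36 higher in A619 and 22 lower), 302 in 1.5 mm anthers (164 and 138) and 1659 in juvenile leaf (934 and 725), at an adjusted p under 0.05 from limma on 3 arrays of each line. No probe differed between the lines in mature pollen by limma, where 680 had an unadjusted p under 0.05; pairing the arrays by replicate number gave 1 call there, and 172, 822 and 2612 in the other tissues. Cytochrome b (TC256120) separated the lines in all 3 tissues with calls: its ratio in A619 exceeded that in ND101/W23 by 2.34 (standard error 0.27, adjusted p = 0.0209 from limma), 3.51 (standard error 0.20) and 5.15 (standard error 0.55). TC249924, similar to the vesicle transport protein v-SNARE 13, was higher in A619 than in the hybrid by 3.37 in 1 mm and 2.87 in 1.5 mm anthers. In leaf, TC259300, similar to an Arabidopsis protein, was lower in A619 by -7.49 (standard error 0.84, adjusted p = 0.00241 from limma) and nitrate reductase by -4.49 (standard error 0.54). TC248667, weakly similar to a fungal protein, had a log2 ratio to W23 of -4.94 in the leaf of A619 and 2.96 in that of the hybrid. The calls of both lines overlapped by 42 higher and 49 lower probes in 1 mm anthers (4.1 and 7.38 for independent lists), 78 and 95 in 1.5 mm anthers (12.5 and 19.7), 265 and 192 in leaf (111 and 63), and 11 and 14 in pollen (0.28 and 0.271). The lines share their W23 samples, and simulated arrays without any line effect gave covariances of 0.0102, 0.0226, 0.0272 and 0.0142 in the 4 tissues, beside observed covariances of 0.0948, 0.127, 0.199 and 0.0624. Without replicate 1, 2 or 3, the probes that separate the lines numbered 23, 0 and 0 in 1 mm anthers, 0, 477 and 0 in 1.5 mm anthers, 8, 689 and 1414 in leaf, and 0, 4 and 0 in pollen.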

The complete results from the analysis of the common and unique transcript types in each genotype as well as across tissues are shown using Venn diagrams in Figure 2. Pollen and both anther stages have highly conserved transcriptome patterns, because fewer than 1% (both pollen and 1 mm anther) or about 1% (1.5 mm anther) of the transcripts are uniquely expressed in one line compared to the total shared in all 3 genotypes. In contrast, approximately 3% of the transcripts are line-specific in juvenile leaves. A global genotype analysis was conducted (Figure 2e) in which all four tissue samples were combined within each genotype. Comparing the three genotypes on this basis again highlights that A619 is the most distinctive, while W23 and the hybrid ND101/W23 are much closer in transcriptome pattern. In the global tissue analysis (Figure 2f), only transcripts that are expressed in all 3 lines (7,367 in total) were considered, and the 2 anther stages were treated as a single tissue type. There were 2,038 transcript types in common among the three biological sample types, the beginning of an enumeration of constitutively expressed or 'housekeeping' genes for maize. In the global assessment it is also clear that juvenile leaf and anthers share many transcripts in common (2,571), twice the number that each organ uniquely expressed. Pollen and the other two tissue types share approximately 150 transcripts each, about 11% of the 2,691 pollen transcripts found, indicating that although fewer transcripts are expressed than in other tissues examined (compare to 5,925 for anthers and 5,693 for leaf), there is a distinctive suite of transcripts present in pollen (>13% unique transcripts).

An alternative method of assessing the relatedness among the samples is to construct clustering trees as shown in Figure 3. In Figure 3a, the tree is based on the log2 ratios of A619 and ND101/W23 transcripts each in comparison to the W23 inbred line. Pollen is the most distinctive sample type, while leaves and anthers cluster together. In this diagram, it is clear that the 1.0 and 1.5 mm anther stages of each genotype share more in common than the length-based stage of one genotype shares with the comparable length sample from the second genotype. 

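Average linkage of the 8 mean profiles over 7817 probes joined the 1 mm and 1.5 mm anthers of ND101/W23 first, at a distance of 0.281 (1 minus the uncentred correlation), and those of A619 next, at 0.348. The 4 anther profiles then joined at 0.605, the pollen of both lines at 0.616 and the leaves of both lines at 0.625. Anthers and leaves met at 0.838, and pollen was the last to join, at 0.868. Between lines, 1 mm anthers correlated at 0.431 and 1.5 mm anthers at 0.428, against 0.652 between the stages within A619 and 0.719 within ND101/W23. The W23 samples that the lines share raise the correlations between lines. Simulated arrays without a line effect gave uncentred correlations of 0.203 in 1 mm anthers, 0.369 in 1.5 mm anthers, 0.444 in leaf and 0.235 in pollen. The observed uncentred correlations were 0.43, 0.426, 0.376 and 0.383. In leaf the observed correlation does not exceed the simulated, but the spread of the observed ratios also holds line effects, which the simulation leaves out. The correlations therefore cannot show whether the shared W23 samples account for the similarity of the leaves. The covariance in leaf was 0.199, beside 0.0272 in the simulation. Arrays with the same replicate number correlated between lines at 0.374, 0.42, 0.408 and 0.356 on average in these tissues, and arrays with different numbers at 0.252, 0.225, 0.259 and 0.152. All 6 branches were found without replicate 1 and without replicate 3; the branch of anthers with leaves was lost without replicate 2 and with complete linkage.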

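Of 218 transcripts listed as specific to 1 mm anthers, 79 were lower and 19 higher in the 1.5 mm anthers of A619 than in those of W23 (99 and 24 adjusted over the list alone). Their median log2 ratio was -0.49, and the medians of the 3 arrays were -0.445, -0.5 and -0.385. As a group they were lower relative to the other probes (camera in limma, adjusted p = 2.94e-06; adjusted p = 0.599 with an estimated correlation). In the 1.5 mm anthers of ND101/W23 the same list had 6 members higher and 1 lower (5 and 0 adjusted over the list alone), with a median of 0.05 (0.075, -0.165 and 0.19 on the 3 arrays). Members with calls in A619 include TC251804, similar to a carboxyl-terminal proteinase, at a log2 ratio of -3.24 ± 0.84 (SD, n = 3 arrays; adjusted p = 0.00229 from limma), and, in the other direction, TC250848, similar to an Arabidopsis protein, at 2.74 ± 1.13 (adjusted p = 0.00803). Of 126 transcripts listed as specific to 1.5 mm anthers, 17 were lower and 5 higher in A619 at 1.5 mm (16 and 4 adjusted over the list alone), a group result that did not pass (median -0.13, and -0.255, -0.04 and -0.175 on the 3 arrays; adjusted p = 0.0549 from limma's camera). In ND101/W23 these transcripts were lower as a group in 1 mm anthers (6 lower and 2 higher, 5 and 2 adjusted over the list alone; median -0.215, adjusted p = 0.0115 from limma's camera; adjusted p = 0.951 with an estimated correlation) and in 1.5 mm anthers (2 lower and 1 higher, 2 and 0 adjusted over the list alone; median -0.145, adjusted p = 0.0224; adjusted p = 0.968 with an estimated correlation). The medians of the 3 arrays were -0.05, -0.22 and -0.21 in 1 mm anthers and -0.325, 0.015 and -0.17 in 1.5 mm anthers, so that 1 of the arrays of 1.5 mm anthers was not lower. In 1 mm anthers this result was lost without replicate 2 (adjusted p = 0.204 from limma's camera), and the difference between the lines was not tested for either list. The replicates of the 1.5 mm stage differed together in both lines: replicate 2 gave the highest of the 3 ratios in A619 and in ND101/W23 alike for 54 of the 126 transcripts, against 18 for replicate 1 and 17 for replicate 3 (35.6, 5.9 and 7.22 if the lines were independent). The study chose these lists on the same samples, so that they are not independent evidence.

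**Figure D2:**
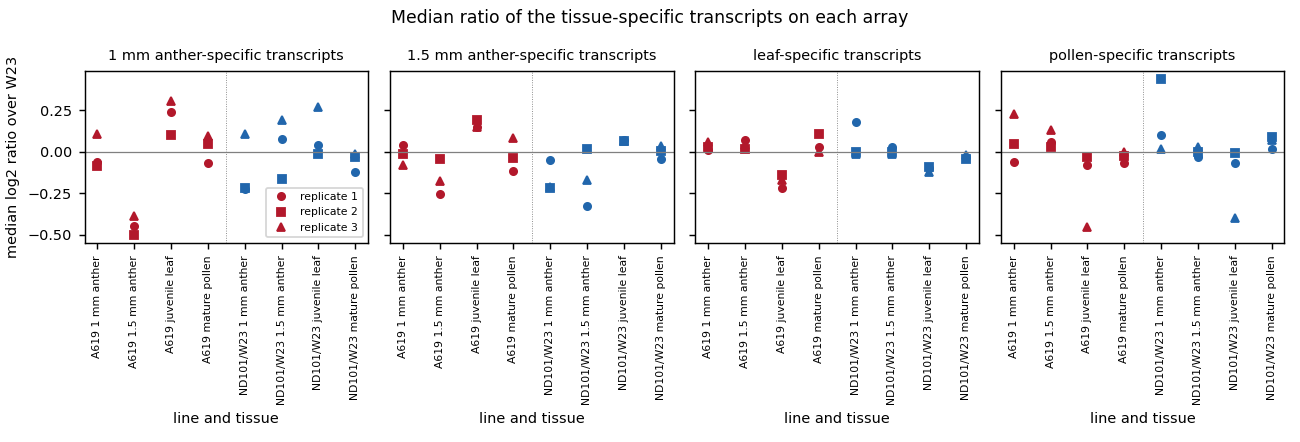
Median log2 ratio over W23 of the 4 lists of tissue-specific transcripts on each of the 24 arrays, A619 in red and ND101/W23 in blue. Each symbol is 1 array and its shape gives the replicate.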

Although length is a reliable classification method in the sense that anthers elongate and enlarge progressively throughout development, the precise developmental stage in terms of transcriptome is clearly complicated by genotype differences and unavoidable inaccuracies in sample collection. This conclusion is reinforced when the normalized log2 absolute intensities from all three genotypes are used for constructing the tree (Figure 3b). The hierarchy of relatedness is similar to the global tissue analysis in Figure 2 in which pollen is the most distinctive and juvenile leaves cluster (distantly) with the anther samples.

These data also greatly extend the list of presumptive stage-specific genes in maize, and because 60-mer oligonucleotide probes were used, an assignment of a specific locus is usually secure. Lists of stage-specific genes that are expressed in all three lines are in Additional data files 1, 2, 3, 4. 

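The transcripts listed as specific to leaf were lower in the leaf of A619 than in that of W23: of 863 measured, 184 were lower and 94 higher (154 and 90 adjusted over the list alone), with a median log2 ratio of -0.19 (camera in limma, adjusted p = 0.00634; adjusted p = 0.414 with an estimated correlation). The 3 array medians were -0.22, -0.14 and -0.17. Of the 863, 32.2% were called in either direction, against 43.3% of the other probes (Fisher's exact test, 2-sided, odds ratio 0.623, adjusted p = 3.96e-09), so that calls were less frequent on the list than off it. This test counts probes of the same 3 arrays as independent, and its p does not measure the spread among replicates. The ratios spread as widely on the list (SD 1.1, 1.23 and 1.01 on the 3 arrays) as over all probes (1.01, 1.20 and 1.00). Fewer calls therefore do not mean smaller differences. Among the lowest members were TC259300 at a log2 ratio of -7.16 ± 1.52 (SD, n = 3 arrays; adjusted p = 0.00023 from limma) and AW119980 at -6.98 ± 0.64. In the leaf of ND101/W23, 44 members were higher and 38 lower (41 and 35 adjusted over the list alone), without a difference as a group (adjusted p = 0.334 from limma's camera). Transcripts listed as specific to pollen were lower as a group in the leaf of both lines, but on 1 array of each. In A619, 34 of 325 were lower and 19 higher (20 and 15 adjusted over the list alone; median -0.21, adjusted p = 0.0133 from limma's camera), and in ND101/W23 9 of 324 were lower and 6 higher (0 and 1 adjusted over the list alone; median -0.19, adjusted p = 0.00406); with an estimated correlation the adjusted p was 0.846 and 0.944. The array medians were -0.08, -0.03 and -0.455 in A619 and -0.075, -0.005 and -0.4 in ND101/W23, and without replicate 3 the adjusted p was 0.646 and 0.821. In the 1 mm anthers of ND101/W23 the list was higher as a group with 0 members called higher and 2 lower by limma (0 and 0 adjusted over the list alone; median 0.217, adjusted p = 4.28e-05 from limma's camera; adjusted p = 0.951 with an estimated correlation), with array medians of 0.1, 0.44 and 0.02, and without replicate 2 the adjusted p was 0.447. Profilin A (TC269359) had log2 ratios of -3.28 and -2.31 on leaf replicate 3 of A619 and ND101/W23 and 3.80 on replicate 2 of ND101/W23 1 mm anthers; it was chosen after its values were seen. In mature pollen itself, 6 of 330 were higher and 3 lower in A619 (7 and 9 adjusted over the list alone), and 2 were higher and 2 lower in ND101/W23 (3 and 2). The lists were chosen by the study on these samples and are not independent evidence.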

Figure 4 shows some of the potential markers identified. 

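The markers of Figure 4 were compared between lines through their ratios to W23. Some markers of the 1 mm stage differed little there: the nucleolar protein TC259684 had a log2 ratio of -0.06 ± 0.32 (SD, n = 3 arrays) in the 1 mm anthers of A619 and the cingulin-like protein AW065766 had -0.18 ± 0.26 in A619 and -0.47 ± 0.35 in ND101/W23, and none of these values passed the test (adjusted p = 0.992, 0.852 and 0.146 from limma). Other values of the 1 mm markers at that stage are not given here. In 1.5 mm anthers, AW065766 was higher in A619 by a log2 ratio of 1.34 ± 0.68 (adjusted p = 0.016 from limma). The markers of the 1.5 mm stage spread widely among replicates at that stage. For TC276985, the male fertility protein ms45, the 3 ratios were 0.09, 1.42 and 0.36 in A619 and -2.00, 0.67 and -1.25 in ND101/W23 (adjusted p = 0.428 and 0.488 from limma). The beta-N-acetylhexosaminidase AW163847.1 had ratios of -3.05, 4.56 and 0.06 in A619 and -5.01, 3.69 and -3.92 in ND101/W23. For these markers, for the proline-rich protein TC257338 and for the mRNA decay factor TC278427, replicate 2, which shares its W23 sample between the lines, gave the highest ratio in both lines. Of the photosynthesis markers in 1 mm anthers, the chloroplast 50S ribosomal protein L16 (TC258783) was lower in ND101/W23 at -0.79 ± 0.24 (adjusted p = 0.0493 from limma), while the ycf3 homolog TC250914 was at -0.85 ± 0.69 (adjusted p = 0.101). In A619 at that stage, these were at -0.60 ± 0.46 and -0.22 ± 0.43, and neither passed.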

The expression values are log2 of absolute dye signals normalized against the median of all the hybridized probes in a given sample; therefore, they are comparable between lines and tissues. The accession numbers are from MaizeGDB [11], TIGR [14], or NCBI GenBank. It is quite striking that some of the photosynthesis genes, including two Photosystem I assembly protein *ycf3 *homologs (TC250914 and ZMtuc03-08-11.22787) and a chloroplast 50S ribosomal protein L16 (TC258783), are highly expressed not only in the leaf as expected but also in the early anther stage (1 mm stage). These transcripts decrease at the next stage of anther development just prior to meiosis, although they were still detectable. A cigulin-like gene (AW065766), a nucleolar gene (TC259684), and an unknown gene (TC262912) are potentially markers for the 1 mm anther stage (Figure 4). There are also several good marker candidates for the more advanced 1.5 mm anther stage, including a putative nonsense-mediated mRNA decay trans-acting factor (TC278427) and a male fertility protein (TC276985), annotated as a strictosidine synthase, a key enzyme in alkaloid biosynthesis. TC276985 turned out to be the *ms45 *gene; the gene product was found to be localized to the tapetum and expressed maximally during the early vacuolate microspore stage of anther development [15]. This literature report validates one of the stage markers and increases confidence in the additional proposed markers.

### Enrichment of Gene Ontology classes

To gain further insight into processes that change during anther development, we analyzed the functional interactions between gene classes in the transcriptomes under study. There is currently no official release of Gene Ontology (GO) annotations for maize genes; therefore, we used the program Blast2GO [16] to assign GO terms based on protein sequence similarities and associations. We also downloaded GO annotations for the TIGR Maize Gene Index sequences, if available. Subsequently, the Gossip program was used to find statistically significant enrichment of certain GO terms in the test group against a reference group [17]. For the expressed sequences, 5,338 were successfully assigned at least one GO term. Each test group is a specific class of transcripts, for example, anther-specific transcripts. For this test group, the reference group was the remaining GO-annotated transcripts that do not belong to the test group; these test and reference groups were compared to search for significant enrichment (Table 2).

In general, the GO analysis displayed very consistent patterns in accordance with already well-known functions of a given tissue type (Table 2). Leaf-specific genes are abundant with terms related to the plastid (GO:9536) and the key step in photosynthesis, oxygen binding (GO:19825). Over-represented GO terms for anther-specific genes include cyclin-dependent protein kinase regulator activity (GO:16538), DNA replication initiation (GO:6270), and a great number of genes involved in nucleic acid metabolism (GO:6139). On the other hand, pollen-specific genes are enriched in pectin esterase activity (GO:30599), a gene family that has been shown to function specifically late in pollen development [18], hydrolase activity (GO:16787), secretory pathway and secretion (GO:46903), transport (GO:6810), cell wall modification and cytoskeleton activities, among many other cellular functionalities that underlie a series of biological processes during pollen maturation. Not surprisingly, the ubiquitous endomembrane system (GO:12505) is represented in all tissue types. These results indirectly confirmed the utility of mining the GO data structure by this method. When we tested the differentially expressed gene groups, none showed any significant over-representation except in the comparison of W23 samples to the ND101/W23 pollen and juvenile leaf (Table 2). Interestingly, the GO analysis showed that the differentially expressed genes in the ND101/W23 hybrid pollen sample are enriched in negative regulators of apoptosis and programmed cell death (GO:43067, GO:6916). 

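In the juvenile leaf of ND101/W23, 4 of 20 transcripts of photosynthesis proteins were lower than in W23 and none was higher, while 1 of 49 oxidoreductases was higher and 1 lower and 1 of 33 chloroplast proteins was lower, on 3 arrays. Adjusted over the list alone, the counts were 4 lower and 1 higher for photosynthesis, 1 higher for oxidoreductases and 0 for chloroplast proteins, where limma over all probes gave 1 call. The photosynthesis transcripts were maize ycf3 (TC251425) at a log2 ratio of -1.52 ± 0.41 (SD, n = 3 arrays; standard error 0.23, adjusted p = 0.0144 from limma), the ycf3 homolog TC250914 at -1.27 ± 0.60 (adjusted p = 0.03), the photosystem II protein K (CF050423) at -1.21 ± 0.56 (adjusted p = 0.0255) and the photosystem II 44 kDa protein (TC251612) at -0.97 ± 0.18 (adjusted p = 0.0415). The oxidoreductase that was higher is TC267099, similar to NADP-dependent oxidoreductase P2, at 2.36 ± 0.75 (standard error 0.31, adjusted p = 0.0121 from limma), and the lower is CR14. None of the lists passed as a group (camera in limma, adjusted p = 0.334 for photosynthesis, 0.877 for oxidoreductases and 0.901 for chloroplast proteins; medians -0.25, -0.09 and -0.05). In the leaf of A619, 12 oxidoreductases were higher and 10 lower, 9 chloroplast proteins were lower and 2 higher, and 7 photosynthesis transcripts were lower and 2 higher (12 and 10, 7 and 2, and 7 and 3 adjusted over the list alone). There TC250914 and a further ycf3 homolog of Figure 4 had log2 ratios of -2.69 ± 0.48 and -2.82 ± 0.67 (adjusted p = 0.000368 and 0.000302 from limma), and the chloroplast NADP-dependent malic enzyme (TC270539) had -2.58 ± 0.40. As groups these lists had adjusted p = 0.711, 0.105 and 0.105 from limma's camera in A619, and the chloroplast and photosynthesis lists passed without replicate 3, at 0.00597 and 0.0184 (0.72 and 0.828 with an estimated correlation). The lists were made from the words of the product names, and Gene Ontology terms are not used here. Product names cover 1249 of 7900 probes and come from the study's tables, chiefly those of tissue-specific transcripts. The lists are therefore a small part of the transcripts behind the paper's enrichment, and their counts cannot be set against it.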

In the leaf sample, genes involved in oxidoreductase activity (GO:16491) and chloroplast (GO:9507) functions are differentially regulated. The functional significance of these gene regulations to the plant and their possible connection to the hybrid genomic background remain to be tested.

### Antisense transcripts detected for many genes

Natural antisense transcripts (NATs) have been identified experimentally and predicted computationally from many organisms, including human, mouse, yeast, fruit fly, and *Arabidopsis *[19-23]. By definition, NATs contain sequences complementary to the sense transcripts of protein-coding genes. They may be transcribed *in cis *from the reverse strand (called *cis*-NAT) or *in trans *from separate loci (called *trans*-NAT). In eukaryotes, the majority of NATs are of the *cis *type. Unexpectedly, NATs are common: up to 20% of human genes have a NAT. Furthermore, many NATs are conserved, implying regulatory functions for these transcripts in eukaryotic gene expression [22,24,25]. To address the question of what fraction of maize genes might be regulated through an antisense transcript, the array platform was constructed to contain approximately 5,000 probes to detect the antisense strand of gene models constructed from EST assemblies; in some cases more than one 60-mer antisense oligo was designed per gene.

In Table 3, the percentages in the antisense category versus the total transcripts detected (Table 1) are shown for all four developmental stages in the three genotypes. The percentages of antisense transcripts are highly consistent within each tissue type but there is substantial diversity among the tissues. In detail, the three tissue samples with approximately 5,700 hybridizing probes *in toto *exhibited different percentages of antisense transcripts: 11% for juvenile leaf, 6.5% for 1 mm anther, and 7.5% for 1.5 mm anther. Even more strikingly, 14.3% of the pollen transcriptome consists of antisense transcripts. These results indicate that a surprisingly large fraction of maize genes are represented by a detectable antisense transcript. As with sense transcripts, there is considerable overlap in the tissue distribution of the antisense transcripts, although very consistent percentages of the transcripts were tissue-specific. Strikingly, more than one-third of the antisense transcripts in juvenile leaves are found only in that tissue source in each genotype, with about 10% stage-specific antisense transcript present in the pollen and 1.5 mm anthers while only about 4% of the detected antisense transcripts in 1 mm anther were found only in that stage (Table 3).

The distribution patterns of these detected antisense transcripts among the three lines are shown in a Venn diagram (Figure 5a). These patterns are extremely similar to the distribution of overall (both sense and antisense) transcripts; only about 2% of the antisense transcripts are unique to one line, and more than 95% are shared among the three lines. This striking consistency makes it likely that these antisense transcripts are biologically functional rather than array artifacts. In Figure 5b, we then combined the two anther stages and considered only the 756 antisense transcripts (Figure 5a) shared among all three lines. Compared to the global distribution, there are both more tissue-specific (41% ((58 + 45 + 210)/756) compared to 33%) and more common (shared among all 3 tissue types; 37% compared to 28%) antisense transcripts. Furthermore, the percentages of antisense transcripts versus the corresponding total transcript category (Figure 2f) are vastly disparate. Specifically, only 5% of the anther-specific transcripts (58 out of 1,176) are categorized as antisense, compared to 13% of pollen-specific and 23% of leaf-specific transcripts. Therefore, the transcriptomes of both pollen and leaf contain more tissue-specific antisense species than do anthers; anthers express mainly common antisense transcripts. An outcome of considering the antisense transcripts separately is that approximately 14% (278 out of 2,038) of the total common transcripts shared among all 3 tissue types and 14% of the transcripts shared between pollen and anthers are antisense. In pair-wise comparisons, only 4% of the transcripts shared between leaf and anthers are antisense, in sharp contrast to the transcripts shared between only pollen and leaf, 29% of which are likely to be antisense.

Because NATs are often discussed in the context of the corresponding sense transcripts, we identified 1,063 potential transcripts on the array that are represented by at least one pair of sense-antisense probes. Considering all the hybridization data, for 136 such pairs both probes hybridized, indicative of both sense and antisense transcripts in the RNA samples (see Additional data file 5), for 665 only sense probes hybridized, and for 41 only antisense probes hybridized (data not shown).

A GO classification was conducted to determine the representation of antisense transcripts detected by the arrays. We were able to assign GO annotations to 732 transcripts that showed above-background hybridizations to at least one antisense probe. When comparing the represented genes with the whole set of hybridized transcripts with GO terms assigned, two classes dominated the GO classifications (Table 4). One belongs to organismal physiological processes (GO:50874); these are processes pertinent to the organism functions above the cellular level and include the integrated processes of tissues and organs. Other enriched terms include perception of light and photosynthetic electron transport. A large fraction of these are 'organismal physiological processes'. Another unexpected finding was the over-representation in the antisense group of cell cycle related transcripts (Table 4), especially genes with homologies to spindle pole and spindle body related genes in other organisms, although plants lack a spindle pole during mitosis. There are 21 genes in the cell cycle related sub-classes that have detectable antisense transcripts, and each of the three tissue types expresses at least 14 of them. Three of the 21 had transcripts in both sense and antisense orientation. In addition, fifty-seven genes in these sub-classes had only sense probes on the arrays. The relationships between these GO terms are diagramed in Figure 6. The prevalence of antisense transcripts for genes involved in such critical cellular processes will motivate a more detailed study of the true function of these antisense transcripts.

### Validation of microarray data

Two approaches were employed to validate the results of the array hybridization experiments. Quantitative real-time PCR (qRT-PCR), which has been widely used for selective verification of array results, was employed for 23 examples of genes expressed in all or a subset of specific tissue types. The expression levels of these genes cover a wide spectrum so that we could compare the resolution and relative accuracy of the two techniques. We picked two internal standards for each tissue stage based on published results [26] or their known stable expression in a given tissue in maize or other plant organisms, for example the heat shock 70 kDa protein (see Additional data file 6). Again we used the four stages from W23 and ND101/W23 with which we did the microarrays, and two to four biological replicates of independent biological samples were tested for this panel of genes. The results were averaged to remove both biological variances caused by environmental factors and technical variances. As shown in Figure 7, there is a good correspondence (r^2 ^= 0.61 when excluding 9 apparent outliers) between the qRT-PCR log2 ratios and the array log2 ratios (ND101/W23 compared to W23). 

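Over the 65 pairs of transcript and tissue that the paper keeps, the mean array log2 ratio of ND101/W23 over W23 from 3 arrays and the qRT-PCR log2 ratio of the paper had a Pearson r of 0.74, an r squared of 0.548 and a Spearman rho of 0.71 (permutation test, 2-sided, p = 1e-05 for each, the smallest that the permutations can give). The sign was the same in 42 of the 65. With the 9 pairs marked as outliers included, r was 0.37 (permutation p = 0.00144) and rho 0.577 over 74 pairs. Without the 2 pairs farthest from the median of the array ratios, r was 0.723 over 63 pairs. Within tissues, r was 0.654 for 19 pairs in 1 mm anthers (rho 0.453), 0.777 for 19 pairs in 1.5 mm anthers (rho 0.744), 0.861 for 18 pairs in leaf (rho 0.759) and 0.867 for 9 pairs in pollen (rho 0.883; permutation p = 0.00306 for r and 0.00321 for rho). In 1 mm anthers the permutation p was 0.00357 for r and 0.0515 for rho. The HMG-like TC259707 in pollen had an array ratio of 1.85 here and a qRT-PCR ratio of 2.59 in the paper, but in 1 mm anthers, 1.5 mm anthers and leaf it had 0.57, 0.19 and -0.26 beside the paper's -0.69, -1.11 and -1.92. The beta-expansin TC278658 in 1.5 mm anthers had 1.69 ± 0.39 (adjusted p = 0.00784 from limma) beside the paper's 1.30. The paper's value for the outlier TC270718, similar to the photosystem II W protein, in leaf was 5.32, beside 0.79 ± 0.44 on these arrays (adjusted p = 0.0532 from limma, and called when the arrays were paired by replicate number or scaled to the same median absolute deviation). The array ratios that the paper lists and the means computed here had a correlation of 0.986, with a median absolute difference of 0.0467; with the paper's array ratios r squared was 0.612. Pairs are transcripts measured in 4 tissues, not independent replicates, and the 23 transcripts were chosen by the study. The paper concludes from this comparison that there is a good correspondence between the ratios of both techniques.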

Of the 18 transcripts whose expressions were not detected by the arrays for any given stage (not plotted in Figure 7; see Additional data file 6), 14 were not detected by qRT-PCR either, further confirming the correspondence between the two methods. It also provided supporting evidence for our assessment of a gene transcript being 'present' or 'absent' solely based on array hybridization intensities. The 'outliers' were most likely caused by cross hybridizations from highly similar gene family members in the array results. Any further analysis of these probes/genes will have to wait until the complete genome sequence becomes available.

A more complete validation was performed by repeating the A619/W23 hybridizations with the identical anther RNA samples utilized on the 60-mer *in situ *synthesized array to a second microarray platform consisting of 70-mer spotted oligonucleotides on 2 slides. Slide A of this platform contained 29,270 maize gene oligos plus a number of controls, and thus has more than twice as many sense gene probes as the Agilent platform. There are 3,568 genes represented on both platforms in the same orientation: 1,155 of these partially overlap (that is, they were designed to the same region of the gene) and 2,413 of the probes are designed to different parts of the same gene model. As shown in Figure 8a, for the probes designed to the same region of the gene (within 30 bases), there is a very good correspondence (r^2 ^= 0.77) between the log2 intensity ratios. These data cross-validate the two platforms as reporting the same transcriptome information for many genes. The correspondence is good for probes that hybridize to different parts of a gene transcript (Figure 8b; r^2 ^= 0.56). Slide B of the second platform has 27,339 maize gene oligos. Of these, 4,092 match genes represented on the Agilent array with 1,294 designed to the same gene region and 2,798 oligos in different gene regions. Similar correlation coefficients were observed for the log2 ratios for the two categories of oligos (r^2 ^= 0.75 and 0.44, respectively; data not shown).

## Discussion

Maize has been shown to display considerable genomic heterogeneity and non-colinearity between inbred lines. These differences reflect mostly insertions of many transposable elements and translocation of individual loci from one chromosome to another, a process likely mediated by transposons [27,28]. Brunner *et al*. [28] recently examined more than 2.8 Mb of maize syntenic chromosomal regions in two inbred lines and found more than one-third of the loci are absent in one inbred. Therefore, a key question is whether lines express the same loci in specific organs and tissues even when loci are in a new chromosomal context. Our results showed that despite the many likely instances of genomic non-colinearity in the 3 lines examined, they share more than 95% of their transcripts (Figure 2e). Furthermore, quantitatively about 95% of the transcriptomes are expressed at comparable levels between the two inbred lines W23 and A619; there is an even greater congruence between W23 and the hybrid ND101/W23 (Table 1; Figure 3b). Thus, although there is high nucleotide polymorphism in maize genes, the 60-mer and 70-mer probes are likely to hybridize well across lines. 

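In A619, 96.1% of the probes lay within 2-fold of W23 in 1 mm anthers, 90.9% in 1.5 mm anthers, 78.6% in juvenile leaf and 96.9% in mature pollen, by the mean of 3 arrays. The log2 ratios spread over the probes with an SD of 0.49 ± 0.06, 0.71 ± 0.02, 1.07 ± 0.11 and 0.55 ± 0.03 per array in these tissues (mean ± SD, n = 3 arrays). Probes beyond 2-fold numbered 307, 716, 1684 and 245, and 222, 631, 1585 and 93 probes both passed limma and differed by at least 2-fold (452, 438, 630 and 77 with arrays scaled to the same median absolute deviation, which alters the ratios). In the leaf these included TC276164, weakly similar to a pectin methylesterase, at a log2 ratio of -4.07 ± 0.89 (adjusted p = 0.000197 from limma), and TC273973, similar to the cytochrome P450 CYP78A9, at 3.15 ± 1.18 (adjusted p = 0.00435). TC276164 is on the pollen-specific list, which was lower on leaf replicate 3; its ratios were -3.63, -5.09 and -3.48 on replicates 1, 2 and 3. The share of probes without a call was 95.9% in 1 mm anthers, 79.6% in 1.5 mm anthers, 57.9% in leaf and 98.5% in pollen. The same probes were used in every tissue, although the paper detects fewer transcripts in pollen, so that these shares and spreads do not compare expressed transcripts between tissues. In A619 pollen, 14.5, 20.9 and 8.79% of the pollen-specific probes lay beyond 2-fold on the 3 arrays. Of the leaf-specific probes, 2.55, 1.98 and 2.55% did. Leaving out replicate 1, 2 or 3 gave 48, 44 and 75 probes called with at least a 2-fold difference in 1 mm anthers, 412, 701 and 191 in 1.5 mm anthers, 1323, 1464 and 1757 in leaf, and 0, 122 and 9 in pollen. Over the 12 pairs of arrays that share a W23 sample, the SD was 0.106 higher in A619 than in ND101/W23 on average and higher in 8 of them; by tissue the difference was -0.16 in 1 mm anthers, 0.10 in 1.5 mm anthers, 0.46 in leaf and 0.03 in pollen. An exact test over the signs of the 12 differences gave p = 0.155, and p = 0.832 over the 9 pairs outside leaf (difference -0.01), but it counts arrays as independent whose ratios the authors scaled to the same variance within a triplicate, and no conclusion is drawn from it. The paper concludes from Table 1 and from the tree of absolute intensities in Figure 3b (intensities are not used here) that the congruence between W23 and the hybrid is greater than that between the inbred lines.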

We conclude, therefore, that the non-colinearity observed for maize inbred lines seems to have little effect on the transcriptome in three major organs - leaf, anther and pollen. A related question concerns development *per se*: does the normal phenotype of an organ require that nearly all of the same genes be expressed and in a quantitatively similar manner, or can it be achieved with significant variation in the transcriptome? Because of the very high overlap in expression among the lines at each stage, the normal phenotypes are achieved with near-identical patterns of gene expression. The differences identified, although relatively few in number, will be important in further studies to relate the quantitative phenotypic differences distinguishing each line to the expression of specific transcripts.

It should be cautioned that transcriptome analysis using microarrays is plagued by two universal caveats: cross hybridization and the limitation in detection resolution. It may be even more severe for the maize genome given the high polymorphisms between inbred lines and the prevalence of duplicated genes. The problem of cross hybridization can be circumvented by careful probe design. Because the maize genome has not been completely sequenced, the probes on our arrays may cross hybridize with yet undefined gene transcripts. Therefore, our conclusions attest mainly to the congruence of overall gene expression in the three genetic backgrounds. In considering the second problem, statistically insignificant expression differences may be biologically significant and cause quantitative phenotypic differences. In recent years, efforts have been made to map gene expression quantitative trait loci (eQTL) and link them with classic quantitative traits. Both *cis *and *trans*-acting eQTLs have been identified for regulatory loci in yeast, maize, *Arabidopsis*, human and mice [29-32]. Thus combining microarray and eQTL analyses has proven to be more powerful in elucidating genetic control of gene expression in maize and other organisms.

A third question concerns how distinctive gene expression is among the organs examined. If we look only at the transcripts that are expressed in all three lines (thus with a high confidence of their expression), more than one-third of the transcripts for any single tissue are shared among all three tissues, and for pollen the frequency increases to more than three-quarters (Figure 2f). This might reflect the bias of the probes towards highly to moderately expressed genes. Nonetheless, compared to the work of Cho *et al*. [7] showing that only 7% of transcripts were tissue-specific after hybridization to a cDNA array platform, we find that one-third of the combined transcripts are tissue-specific. Even more striking is the large number of transcripts shared between leaf and anther, including several photosynthesis genes that are expressed highly in early anther (Figures 2f and 4). This certainly provides evidence to strengthen the model that anthers and other floral organs are modified leaves.

A fourth question considers whether some organs show more highly conserved patterns of gene expression in diverse lines, which may indicate canalization of the regulatory genes and of their targets in specifying certain plant parts. From the transcriptome analysis, reproductive tissues, represented by anther and pollen, express a more conserved transcriptome than vegetative tissues, represented by leaf. Both A619 and ND101/W23 had much more line-unique transcripts that are also specific for leaf than for either pollen or anther (Figure 2a–d). As for expression levels, both lines also showed more differentially expressed transcripts in the leaf than in the anthers (Table 1). 

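The A619 ratios in juvenile leaf differed from the mean of both anther stages at 3355 probes (1892 higher in leaf and 1463 lower), and the ND101/W23 ratios at 792 (516 higher and 276 lower), at an adjusted p under 0.05 from limma over the 3 arrays of each tissue. Catalase isozyme 2 differed by 4.02 (standard error 0.35, adjusted p = 5.97e-06 from limma) in A619 and by 3.27 (standard error 0.36, adjusted p = 0.000652) in ND101/W23. The ammonium transporter TC254853 differed by 3.77 (standard error 0.34) and zeaxanthin epoxidase by 3.31 (standard error 0.31) in A619, and nitrate reductase by -4.32 (standard error 0.36). In ND101/W23 the endo-1,4-beta-glucanase TC262031 differed by -3.38 (standard error 0.73, adjusted p = 0.0158 from limma) and the photosystem II I-protein (TC252382) by -1.61 (standard error 0.20). Per array, the SD of the A619 ratios was 0.466 higher in leaf than in anthers on average, and in ND101/W23 the difference was -0.02. An exact test over the regroupings of the arrays gave p = 0.0119 in A619, the smallest it can give, and p = 0.774 in ND101/W23, but it counts arrays as independent whose ratios the authors scaled to the same variance within a triplicate, and no conclusion is drawn from it. Without replicate 1, 2 or 3, the probes that differed between leaf and anthers numbered 1838, 2638 and 2528 in A619 and 57, 689 and 68 in ND101/W23.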

The conservation of gene expression patterns during anther development and pollen function may be important to insure reproductive success.

Because ND101/W23 is a hybrid and much more robust than W23, one interesting question to ask is whether heterosis (hybrid vigor) is determined by drastic transcriptome changes compared to a parental line. Fu and Dooner [33] proposed that complementation of weak, line-specific alleles could partially contribute to hybrid vigor. However, accumulating evidence suggests that dosage-dependent, non-additive gene expression may play a bigger role [34]; that is, epistatic interactions among new combinations of alleles result in the significant phenotypic differences between many hybrids and their parents. For example, Song and Messing [35] found unexpected differences in the expression of shared and line-specific genes in reciprocal hybrids of two maize inbred lines. Our results demonstrate that the ND101/W23 hybrid is actually very close in gene expression to W23 in every tissue sample tested (Figure 3). It does share about the same number of common transcripts with either W23 or A619 (Figure 2e), however, suggesting an unbiased expression of line-specific genes. 

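In ND101/W23, 95.0% of the probes lay within 2-fold of W23 in 1 mm anthers, 96.0% in 1.5 mm anthers, 94.4% in juvenile leaf and 96.9% in mature pollen, by the mean of 3 arrays. The SD over probes was 0.65 ± 0.13, 0.62 ± 0.02, 0.61 ± 0.06 and 0.52 ± 0.02 per array (mean ± SD, n = 3 arrays). The values for pollen include probes of transcripts that the paper does not detect there. On the 3 pollen arrays, 12.7, 17.3 and 12.1% of the pollen-specific probes lay beyond 2-fold, against 3.02, 2.43 and 1.74% of the leaf-specific probes. Beyond 2-fold lay 394, 313, 440 and 248 probes, and 265, 179, 332 and 69 of all probes both passed limma and differed by at least 2-fold (150, 227, 369 and 95 with arrays scaled to the same median absolute deviation, and 325, 241, 411 and 122 when the arrays are paired by replicate number). They include TC272805, similar to a syringomycin biosynthesis enzyme, higher in leaf by a log2 ratio of 2.84 ± 1.03 (adjusted p = 0.0109 from limma), and TC258665, weakly similar to a protein kinase, lower in 1.5 mm anthers at -2.22 ± 0.24 (adjusted p = 0.00697), both on the pollen-specific list. Without replicate 1, 2 or 3 these calls of at least 2-fold numbered 347, 43 and 0 in 1 mm anthers, 37, 439 and 0 in 1.5 mm anthers, 0, 80 and 338 in leaf, and 0, 89 and 3 in pollen, and Rank Products gave 113 in 1 mm anthers, 179 in leaf and 110 in pollen.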

Given the lack of data from reciprocal hybrid lines between W23 and ND101, and also from the parental ND101 inbred, we could only speculate on this important question in maize genetics.

Natural antisense transcripts have been implicated in the regulation of a number of biological processes, including RNA interference, translation regulation, alternative splicing, genomic imprinting, and RNA editing. However, very few NATs have been experimentally analyzed, and the exact roles of the large number of NATs in seemingly every eukaryotic genome analyzed so far remain elusive [19-25]. Nonetheless, even though their possible functions in the maize genome are largely unknown, the diversity of antisense transcripts discovered in this study indicates that this class of RNAs is likely to play important roles in maize development and physiology.

This report also provided a good cross validation between two array platforms, each having specific strengths. The Agilent platform displayed superb hybridization images and a very consistent low background. On the other hand, the University of Arizona platform provided many more probes and hence much wider coverage of the maize transcriptome.

## Conclusion

Despite the phenotypic and genotypic diversity of maize, transcriptome profiling indicates that the three lines tested share remarkable similarities in gene expression patterns across diverse tissue types, especially in both reproductive tissues (anther and pollen). Our ultimate goal is to define the genetic basis for anther morphology and the functions of cells within this floral organ. We are using diverse male-sterile mutants that affect the differentiation of anther cell types at specific stages to define organ ontogeny. As plants lack a germ line, it is of particular interest to define the mechanisms underlying pre-germinal fate determination, which requires that somatic cells become competent to initiate meiosis. More than 400 male-sterile mutations are available, but they are in diverse genetic backgrounds. Because only two or three generations of corn can be grown annually, introgression to the status of a near-isogenic inbred line can require years. We were therefore motivated to determine the extent of line-specific gene expression in anthers that could confound comparisons between different male-sterile mutants and a reference male-fertile line into which all the mutants would eventually be introgressed. 

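Over both anther stages, so that each line has 6 arrays, 1092 probes differed between A619 and W23 (503 higher and 589 lower) and 835 between ND101/W23 and W23 (332 higher and 503 lower), at an adjusted p under 0.05 from limma with all 6 ratios of the same sign. Between the stages, the A619 ratios differed at 175 probes (97 higher at 1.5 mm and 78 lower) and the ND101/W23 ratios at 0 by limma, where 379 had an unadjusted p under 0.05. The probes that changed between stages in A619 include the ammonium transporter TC254853 with a difference of -2.85 (standard error 0.40, adjusted p = 0.0039 from limma), TC259714, a shaggy-like kinase, with -1.62 (standard error 0.28), TC273833, a subunit of replication factor C, with -1.53 (standard error 0.26), and the photosystem II protein K (CF050423) with 1.73 (standard error 0.20). TC254853 moved the same way in ND101/W23, though without a call between stages. Its ratios there were 0.21, -0.76 and -0.08 in 1 mm anthers and -2.91, -1.73 and -2.94 in 1.5 mm anthers. The lines share their W23 samples, so that its change cannot be assigned to A619. Without replicate 1, 2 or 3, the calls over both stages were 680, 918 and 655 in A619 and 607, 1339 and 236 in ND101/W23, and those between stages 27, 92 and 0 in A619 and 1, 17 and 0 in ND101/W23.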

Our results show that despite a congruent transcriptome observed across the different genetic backgrounds, the number of differentially expressed genes is still considerable. Therefore, any mutant to wild-type comparisons will be carried out using sterile and fertile siblings in the same family to circumvent the problem.

## Materials and methods

### Biological materials and tissue collection

The ND101 line was supplied by P Bedinger and the A619 derivative by W Sheridan. The W23 line carrying the *bz2 *mutation (lack of anthocyanin accumulation) is maintained in the Walbot laboratory by self-pollination. These materials were grown at Stanford University in the summer of 2003 and phenotypes were quantified (data not shown); the lines were propagated by self-pollination of male-fertile individuals and by crosses of W23 as pollen parent onto the ND101 male-fertile individuals. For collection of tissues, the resulting lines were grown in summer 2004 at Stanford University; leaf and pollen samples were collected in the field, transferred to a labeled plastic tube, and immediately frozen in liquid nitrogen. Multiple biological samples from fully expanded juvenile leaves (leaves 8, 9, 10 in these lines) on different plants were harvested. At flowering, tassels were bagged to collect pollen shed from exerted anthers, which was then sieved to remove extraneous debris. Pollen from the same individual was pooled to make one biological sample. Multiple biological samples were collected over a period of several days for each line. Anthers must be dissected from developing flowers; to do this, plants of approximately the correct stage were identified in the field on the basis of tassel size, and the entire plant was harvested by cutting near ground level with a knife. The harvested plants of each line were kept in separate buckets of water in an air-conditioned field laboratory. A maize tassel contains hundreds of flowers, borne in pairs called the upper and lower floret. Each floret contains three anthers. Because the upper florets mature more quickly than the lower florets, and the two floret types exhibit some transcriptome differences at the 2 mm stage of development (D Skibbe, personal communication), dissection was restricted to upper florets. Anthers were dissected into 2.0 ml microfuge tubes containing liquid nitrogen; the tubes were supported in a styrofoam pad and periodically refilled with liquid nitrogen. For 1 mm anthers, a sample of several hundred anthers was collected for each genotype, typically from just one tassel. Approximately 100 anthers at the 1.5 mm stage were sufficient for an RNA extraction suitable for microarray and RT-PCR analysis. Up to 15 replicate samples were obtained.

### Array design and analysis - Agilent platform

Agilent Technologies microarrays are built using phosphoramidite chemistry to synthesize 60-mers *in situ *on glass slides [36]. There are 322 internal positive and 314 negative controls on each maize array. Maize probes were designed from the December 2003 maize EST assembly of MaizeGDB [11]. The 21,939 maize probes represent 21,782 unique probes, with 157 probes duplicated. Hybridizations for duplicated probes for the 8 experiments were highly correlated as assessed from correlations between median signal intensities (r^2 ^= 0.97 for both dyes; data not shown) and between log2 ratios of the signals (r^2 ^= 0.94; data not shown). Oligonucleotide sequences, gene identities and both raw and normalized hybridization intensities for each probe can be downloaded from our array data submitted to the Gene Expression Omnibus database [37].

To identify unique genes or transcripts, we mapped the probe set to the TIGR Maize Gene Index (release 15.0, September 2004) [14]. The TIGR dataset provides annotations for each Tentative Contig assembly based on protein similarity search results and EST sequence orientation information (for example, the presence of a poly-A tail). The assembly will be annotated as 'coding strand' if there is strong supporting evidence. By the stringent criterion of at most 2 mismatches over an alignment length of 60 nucleotides (the full probe length), the probes were found to represent approximately 21,132 unique transcripts (either sense or antisense; see below).

#### Identification of antisense probes

We used a combination of two independent approaches to identify antisense probes. First to avoid assembly errors, the probes were mapped back to their original EST sequences (downloaded from NCBI), and the corresponding EST sequences (with an average length of 555 base-pairs) were subjected to a BLASTX similarity search against a plant protein database extracted from UniProt (the December 2004 dump). The following criteria were used: first, the top hit must be from peptide translated from the reverse strand of the EST and the BLAST score >80; and second, if there is also a hit(s) from the sense strand, its BLAST score must be below 50 and the top score must be over 100 (for a reverse hit). The BLASTX results were cross-validated by mapping the probes to the TIGR Maize Gene Index dataset, which provides additional information on the orientation of the TC sequences. A probe is annotated as 'antisense' if both the BLASTX results and TIGR Maize Gene Index evidence showed it to hybridize to the reverse strand of a coding sequence. A total of 5,075 probes were identified as antisense probes. To further confirm this probe set, we randomly picked 100 probes and manually verified that they were antisense probes given available information on the maize transcriptome.

#### RNA extraction, target cRNA preparation and array hybridization

Total RNA was extracted from 30 to 60 mg of frozen tissues at each developmental stage using the RNeasy Plant Kit (Qiagen, Valencia, CA, USA) and subjected to DNase I (Invitrogen, Carlsbad, CA, USA) or Turbo DNase treatment (Ambion, Austin, TX, USA) and a second round of RNeasy column purification (Qiagen). The yield and RNA purity were determined spectrophotometrically with a SpectraMax 250 plate spectrophotometer (Molecular Devices, Sunnyvale, CA, USA) and verified by agarose gel analysis. Target cRNA was prepared and labeled with either Cy-3 or Cy-5 dye (PerkinElmer, Boston, MA, USA) from 0.5 μg of total RNA using an Agilent Low RNA Input Fluorescent Linear Amplification Kit. Array hybridizations were carried out according to the manufacturer's instructions. Specifically, each array was hybridized with two samples, each of 0.75 μg labeled target cRNA, for 17 hours at 60°C. Data were acquired with an Agilent G2565BA scanner.

#### Microarray data analysis

Microarray experiments and data were managed and analyzed using a customized implementation of the BASE system [38]. The reliability and reproducibility of analyses was ensured by the use of triplicates in each experiment, the normalization of all 24 arrays to the median probe intensity level with background subtracted, and the use of well accepted and freely available software packages. The slide images were processed with FeatureExtraction v. 0.75 (Agilent). After filtering out saturated spots flagged by FeatureExtraction, we took an iterative approach to estimate non-specific hybridizations. For each of the three slides in a given experiment, we first calculated thresholds for background hybridizations with the 314 internal negative controls, as Average (median intensities - background) of negative controls] + 2 × standard deviation for both dyes. We then added to the 'non-hyb' (non-hybridizing) set only probes that showed below-threshold signals in at least five out of the six median intensities for the triplicates. Then iteratively, new thresholds for each slide were calculated and new non-hybridizing probes identified until there were none left. Probes that showed above-threshold signals in at least five out of the six median signals were labeled as the 'all-hyb' set. Observing a strong dye bias, we subjected the union of the 'all-hyb' sets for the 8 experiments (7,900 probes in total) to normalization for each slide. We chose the rank invariant method [39] for selecting non-differentially expressed genes and subsequently a loess fitness method for non-linear normalization using the identified invariant genes. After normalization, scaling procedures were applied to bring the variances of filtered and normalized expression values among the triplicates to the same variation level. Outliers were detected by a Grubb's test (*p *= 0.01) and flagged. The procedures were carried out using a MadScan BASE plug-in [40].

To estimate the number of transcripts for each tissue sample, we furthermore identified probes that showed below-threshold hybridizations for one dye but above-threshold hybridizations for the other. We required that all 3 dye intensities for the hybridizing samples to be over the 90 percentile of the median intensity of the 'all-hyb' set for it to be called 'present'. In the case of W23, which was used as the reference, at least five of the six dye intensities for a probe (from six hybridizations) must be larger than thresholds for it to be predicted as 'present' in W23 but 'absent' from the other two lines.

To assess differential expression, the Rank Products [41] method was used, which is a non-parametric testing against a random simulated background. It proves to be especially robust for our dataset given the presence of a large number of non-hybridizing probes and the single copy representation for most of the probes. To be more conservative, a slight modification to the algorithm was made which required all three log2 ratios to have the same sign ('+' for up-regulation and '-' for down-regulation) in order for a transcript to be picked as differentially expressed. The significance level was set to give a false discovery rate (FDR) of 5%. Hierarchical clustering of expressed genes was performed with EPCLUST [42], with correlation measure based distance and average linkage clustering methods. We used both normalized log2 ratios and log2 values of normalized absolute median intensities for clustering. When using absolute intensities, first we applied a linear regression to one test sample (either ND101/W23 or A619) based on normalized intensities of the common W23 reference tissue. Very good correlations were found between the W23 references for each of the four sets of experiments (all with r^2 ^> 0.90, data not shown). For W23 intensities, the mean was taken after scaling. Finally the values log_2_(scaled absolute intensity/median of the all-hyb set in the given tissue) were fed to the clusters.

### Array design and analysis - University of Arizona platform

To provide an additional level of confirmation and comparison between *in situ *synthesis and spotted arrays, six additional spotted arrays were utilized as part of a beta-testing study for the Maize Oligonucleotide Array Project (MOAP) [43]. This platform has approximately 58,000 spotted 70-mer oligonucleotide probes printed on two slides for each array. These were used as technical replicates for the experimental comparisons of the two anther stages between the W23 and A619 background already completed with the Agilent arrays. To minimize differences that might occur from separate cRNA preparations and to utilize valuable labeled sample, the protocol as recommended by MOAP was altered in the following ways. DNA probe immobilization was completed by placing each array DNA-side down over a 42°C water bath for 5 to 10 seconds. Slides were then immediately placed DNA-side up on a 70 to 80°C heat block and snap-dried for 3 to 10 seconds. DNA probes were then UV cross-linked to the slide at 65 mJ for 90 seconds using a UV Stratalinker 1800 (Stratagene, LA Jolle, CA, USA). Slides were incubated for 2 minutes in a 1% SDS bath, washed in a 95°C water bath for 2 minutes with gentle shaking, and finally placed in a water bath at room temperature to rinse briefly. Slides were centrifuged at 500 rpm for 5 minutes to dry, and stored in the dark at room temperature with desiccant until used. Hybridization methods were adopted from Agilent's protocol for processing oligoarrays except that 750 ng of each labeled cRNA sample was combined and hybridized to the slides at 55°C for 15 hours. Slide washing was done according to the MOAP protocol [43] and scanned in an Agilent G2565BA scanner.

The Arizona probe sequences were blasted against the set of EST contigs and singletons used to generate the 60-mers for the Agilent microarray. For each Arizona 70-mer, the top hit in the same orientation was selected among those with a minimum e-value of 1E-8, a minimum alignment of 68 bases, a maximum of 3 mismatches, and no gaps. There were 3,568 probe matches for slide A and 4,092 for slide B. The distance between each pair of probes was determined by comparing each Arizona probe's blast start position to the start position of the matching Agilent probe within the source EST contig or singleton. Scatter plots were generated using the basic plot function in R.

### Gene Ontology analysis

Because currently no maize GO project exists, we used the Blast2Go program [16] for our GO data mining. Blast2Go started with a Blastx similarity search (with e-value of 1E-10) against the *nr *NCBI protein database. Statistically significant matches were then assigned to each query, and GO annotations were mapped from known associations. To reduce errors we used GO annotations from the TIGR Maize Gene Index dataset if provided, which covered more than 2,000 hybridizing transcripts on the array. To assess significant over-representation of the GO terms we used Gossip [17], which takes an heuristic approach to control the family-wise error rate (FWER) as the multiple testing correction and outputs three *p* values: one for a single test, one adjusted *p* value to control the FWER, and one adjusted *p* value to control the FDR. For out tests, we required the *p* value for the single test to be less than 0.005 and the other two adjusted *p* values to be less than 0.1.

### Quantitative real-time PCR verification

DNase-treated RNA was reverse transcribed with poly-dT primer using a SuperScript III cDNA synthesis kit (Invitrogen), and stored at -20°C. Several reactions were pooled to avoid reaction-related variations. Primers were designed using Primer3 [44] and synthesized by Operon (Huntsville, AL, USA). Primer sequences are provided in Additional data file 6. All primers were tested to ensure amplification of single discrete bands with no primer-dimers. Melting curves were performed on the product to test if only a single product was amplified. Samples were also evaluated on a 2% agarose gel to confirm that a single product of the correct size was generated. The PCR products were purified from the gel and sequenced to verify their identities in some cases. Real-time PCR was carried out in a DNA Engine OPTICON2 (MJ Research, part of Bio-Rad, Hercules, CA, USA). Each reaction contained 1× buffer (with 2 mM MgCl_2_), 200 μM mixed dNTPs, 0.4 μU DyNAzyme II (MJ Research), 0.5× SYBR Green I (Molecular Probes, part of Invitrogen, Carlsbad, CA, USA), 0.25 μM of each primer, and about 12.5 ng cDNA in a final volume of 20 μl. Three replicates were performed for each sample plus template-free samples as negative controls. Cycling parameters consisted of an initial denaturation step at 94°C for 3 minutes, followed by 35 amplification cycles at 94°C for 15 seconds, 58°C for 15 seconds, and 72°C for 25 seconds. Fluorescence measurements were taken at the end of the annealing phase at 78°C, 82°C, and 86°C. The qRT-PCR data were analyzed using the 'mid-point' method, which calculates amplification efficiencies for each sample from its amplification profile [45]. Two internal standards were used for each tissue stage (Additional data file 6) and results averaged over all biological replications to reduce both systematic and biological variances.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a spreadsheet listing the putative stage-specific transcripts expressed in 1 mm anthers. Additional data file 2 is a spreadsheet listing the putative stage-specific transcripts expressed in 1.5 mm anthers. Additional data file 3 is a spreadsheet listing the putative stage-specific transcripts expressed in mature pollen. Additional data file 4 is a spreadsheet listing the putative stage-specific transcripts expressed in juvenile leaves. Additional data file 5 is a spreadsheet listing the transcripts with both sense and antisense probes hybridized. Additional data file 6 is a spreadsheet listing the primer sequences, putative gene product, and expression values for the qRT-PCR validation experiments. Additional data file 7 is a spreadsheet listing the transcripts potentially involved in cell cycle regulation and processes.

## Supplementary Material

Additional File 1 Putative stage-specific transcripts expressed in 1 mm anthers. Click here for file

Additional File 2 Putative stage-specific transcripts expressed in 1.5 mm anthers. Click here for file

Additional File 3 Putative stage-specific transcripts expressed in mature pollen. Click here for file

Additional File 4 Putative stage-specific transcripts expressed in juvenile leaves. Click here for file

Additional File 5 Transcripts with both sense and antisense probes hybridized. Click here for file

Additional File 6 Primer sequences, putative gene product, and expression values for the qRT-PCR validation experiments. Click here for file

Additional File 7 Transcripts potentially involved in cell cycle regulation and processes. Click here for file

## Figures and Tables

**Figure 1:**
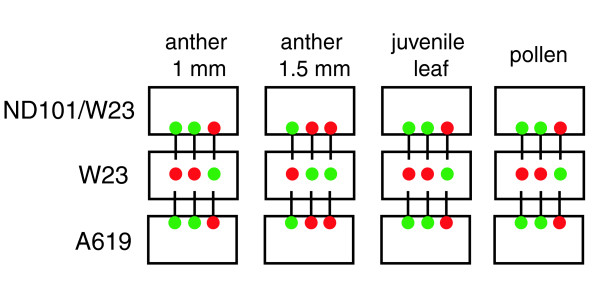
Design of the array experiments. Thirty-six independent biological samples (or pools of staged tissues from the same tassel in the case of the anthers and pollen) were used for eight comparisons. The same aliquot of the W23 sample was used to hybridize to ND101/W23 and A619. Fluorescent dye labeling of each sample is indicated with colors: red for Cy5 and green for Cy3.

**Figure 2:**
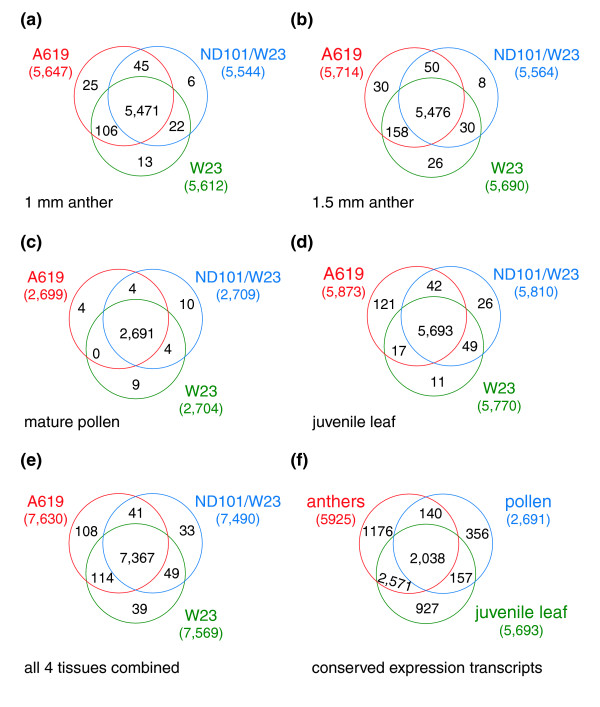
Venn diagrams of transcript representation. **(a-d) **Tissue analysis: the transcripts shared among the three genotypes at the four developmental stages examined are depicted. **(e) **Overlap between transcripts pooled for each line. **(f) **Overlap between conserved transcripts among the three lines for each tissue type. Transcripts hybridized in either of the two anther samples were combined to form a single collection.

**Figure 3:**
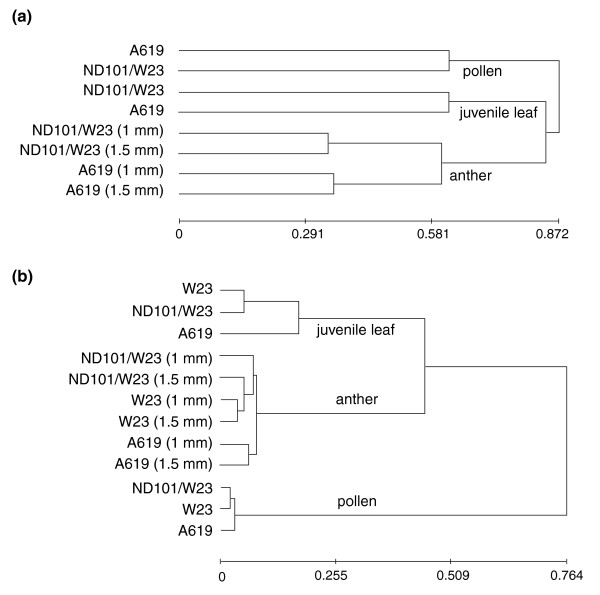
Average linkage clustering trees based on correlation measure based distance (uncentered). Distances are calculated from **(a) **log2 ratios of either A619 versus W23 or ND101/W23 versus W23 and **(b) **normalized log2 absolute intensities. See Materials and methods for details.

**Figure 4:**
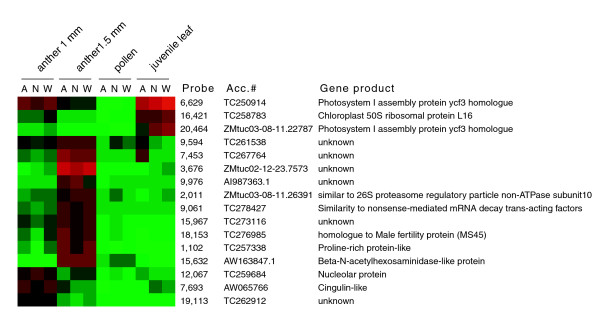
Potential marker genes for the two anther stages based on similar expression values in all three lines. The coloring is based on the log2 values of absolute dye intensities normalized to the median value of all hybridized probes in a given tissue sample. The high and low expression probes are shown in red and green, respectively: the higher the absolute value of the hybridization signals deviates from the median, the brighter the color. A, A619; N, ND101/W23 hybrid; W, W23.

**Figure 5:**
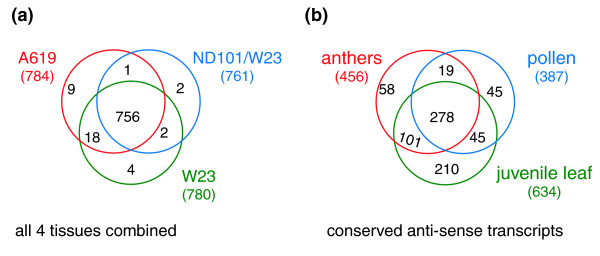
Distribution of antisense transcripts. **(a) **Global analysis of antisense transcripts in all four tissue samples combined. **(b) **Tissue analysis of the 756 antisense transcripts conserved in all three lines, after pooling data for the two anther stages into one collection.

**Figure 6:**
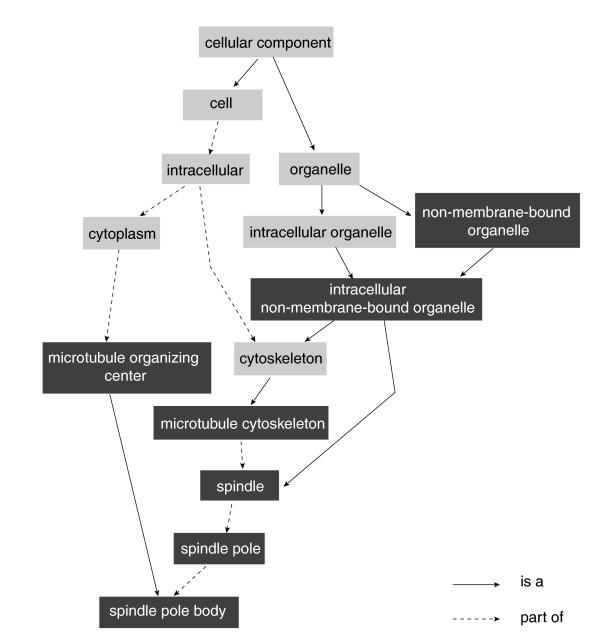
GO analysis of detected antisense transcripts. Dark squares indicate statistically significant over-representation of GO terms among 732 antisense transcripts with assigned GO annotations (see text and Table 4 for details; a list of expressed 'spindle pole' and related genes are given in Additional data file 7).

**Figure 7:**
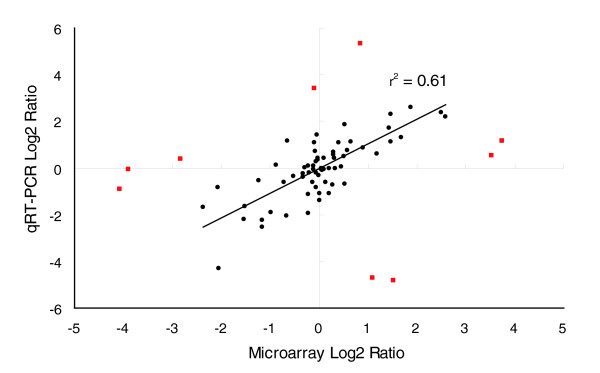
Correspondence of qRT-PCR and array hybridization results. Outliers that were excluded from the regression analysis are indicated in red. Primer sequences, putative gene products for the probes, and expression values are given in Additional data file 6.

**Figure 8:**
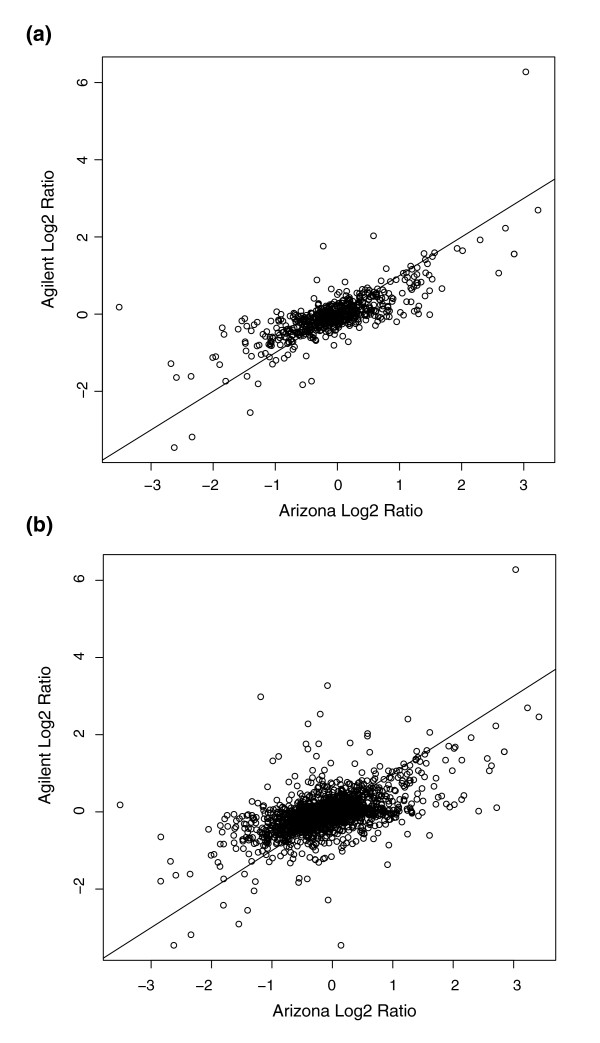
Comparison of hybridization results between the 60-mer Agilent and 70-mer University of Arizona (slide A) array platforms. Probes from the two sets designed for the same gene/EST sequences were divided into two groups: **(a) **within 30 bases of each other; and **(b) **more than 30 bases apart. Data in the plots were from hybridizations using the same 1.5 mm anther tissue samples and the same design as in Figure 1. A similar analysis was performed for slide B of the Arizona set (data not shown).

**Table 1:** Transcript expression analyzed by biological sample type

	A619			ND101/W23			W23	
	
	Total	Tissue-specific	Diff. exp (vs W23)	Total	Tissue-specific	Diff. exp (vs W23)	Total	Tissue-specific
	
Anther 1 mm	5,647	261	288	5,544	222	157	5,612	274
Anther 1.5 mm	5,714	201	278	5,564	155	163	5,690	214
Pollen	2,699	338	87	2,709	356	84	2,704	343
Juvenile leaf	5,873	967	320	5,810	971	237	5,770	909

Classes of hybridization are defined as follows: Total is the sum of all hybridizing transcripts; Tissue-specific probes exhibited positive hybridization signals in only one sample type, and differentially expressed (Diff. exp) transcripts were up- or down-regulated compared to the W23 reference samples in a particular tissue comparison. See Materials and methods for details.

**Table 2:** Significantly enriched GO terms in transcript groups

GO term	Number in test group	Number in reference group	GO description
**Anther-specific (667)**			
16,538	7	2	Cyclin-dependent protein kinase regulator activity
6,139	120	591	Nucleobase, nucleoside, nucleotide and nucleic acid metabolism
6,270	5	1	DNA replication initiation
			
**Pollen-specific (165)**			
30,599	9	10	Pectinesterase activity
4,857	10	23	Enzyme inhibitor activity
16,787	54	789	Hydrolase activity
31,410	39	513	Cytoplasmic vesicle
16,023	39	513	Cytoplasmic membrane-bound vesicle
16,789	10	38	Carboxylic ester hydrolase activity
4,553	12	62	Hydrolase activity, hydrolyzing O-glycosyl compounds
45,045	39	547	Secretory pathway
46,903	39	550	Secretion
16,798	12	69	Hydrolase activity, acting on glycosyl bonds
5,576	8	28	Extracellular region
42,545	4	2	Cell wall modification
6,810	57	1,063	Transport
51,234	57	1,065	Establishment of localization
3,779	6	16	Actin binding
51,179	57	1,068	Localization
8,092	7	25	Cytoskeletal protein binding
30,234	10	65	Enzyme regulator activity
45,330	3	1	Aspartyl esterase activity
7,010	10	68	Cytoskeleton organization and biogenesis
3,824	94	2,170	Catalytic activity
5,618	6	22	Cell wall
30,312	6	24	External encapsulating structure
8,150	136	3,596	Biological_process
30,036	5	16	Actin cytoskeleton organization and biogenesis
			
**Leaf-specific (490)**			
9,536	152	1,073	Plastid
19,825	5	3	Oxygen binding
			
**Expressed in all three tissue types (1,091)**			
12,505	29	43	Endomembrane system
			
**Differentially expressed, ND101/W23 pollen versus W23 pollen (47)**			
43,067	4	28	Regulation of programmed cell death
42,981	4	28	Regulation of apoptosis
6,916	3	12	Anti-apoptosis
43,069	3	14	Negative regulation of programmed cell death
43,066	3	14	Negative regulation of apoptosis
			
**Differentially expressed, ND101/W23 juvenile leaf versus W23 juvenile leaf (158)**			
16,491	22	304	Oxidoreductase activity
9,507	15	169	Chloroplast
9,579	7	40	Thylakoid

Only transcripts that showed detectable expression in all three lines were considered. The number of transcripts with GO terms assigned for each test group is shown in parentheses following the group description. The reference group comprises the rest of the transcriptome. The *p* values for each GO term are: *p *< 0.0005 for single testing, FWER adjusted *p *< 0.1 and FDR < 0.1. See Materials and methods for details.

**Table 3:** Analysis of antisense transcripts in the total transcriptome

		N (%/total)	Tissue-specific (%)	Differentially expressed
		
A619	Anther 1 mm	377 (6.6)	16 (4.2)	3
	Anther1.5 mm	435 (7.6)	39 (8.9)	5
	Pollen	388 (14.3)	44 (11.3)	2
	Juvenile leaf	644 (10.9)	214 (33.2)	4
				
ND101/W23	Anther 1 mm	372 (6.7)	17 (4.6)	0
	Anther1.5 mm	399 (7.2)	23 (5.8)	0
	Pollen	387 (14.3)	46 (11.9)	0
	Juvenile leaf	638 (11.0)	215 (33.7)	15
				
W23	Anther 1 mm	366 (6.5)	15 (4.1)	-
	Anther1.5 mm	433 (7.6)	40 (9.2)	-
	Pollen	387 (14.3)	44 (11.4)	-
	Juvenile leaf	642 (11.1)	215 (33.5)	-

**Table 4:** Significantly enriched GO terms in antisense transcripts

GO term	Number in test group	Number in reference group	GO description
Antisense (732)*			
50,874	23	51	Organismal physiological process
50,953	6	2	Sensory perception of light
7,601	6	2	Visual perception
5,816	8	6	Spindle pole body
5,815	12	17	Microtubule organizing center
922	12	17	Spindle pole
43,228	78	317	Non-membrane-bound organelle
43,232	78	317	Intracellular non-membrane-bound organelle
9,767	4	0	Photosynthetic electron transport
16,028	6	3	Rhabdomere
			
**Expressed sense-antisense pairs (120)**			
5,730	7	42	Nucleolus
6,575	7	44	Amino acid derivative metabolism
42,401	4	9	Biogenic amine biosynthesis
6,520	11	121	Amino acid metabolism
9,063	4	10	Amino acid catabolism
9,310	4	11	Amine catabolism
44,270	4	11	Nitrogen compound catabolism
9,072	5	23	Aromatic amino acid family metabolism
9,308	11	135	Amine metabolism

*The number of transcripts with GO terms assigned is shown in parentheses following the group description. See legend to Table 2 for details.

How the deposited data were processed for this re-analysis (not part of the article)

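The study measured 36 biological samples on 24 arrays of 2 colours with 60-mer probes: 12 samples of A619, 12 of the ND101/W23 hybrid and 12 of W23, from 1 mm anthers, 1.5 mm anthers, juvenile leaf and mature pollen. Each of the 8 comparisons of a line with W23 has 3 arrays. Images were processed by the authors with Agilent Feature Extraction, saturated spots and probes below thresholds from the negative controls were removed, and the ratios were normalized within each array with rank-invariant probes and loess and scaled to the same variance among the triplicates. The deposited log2 values had been normalized and scaled in this way by the authors, and they are the values analysed here: of 21939 probes on the array up to 7900 with a value, 7884 to 7900 on each array and 7817 on all 24. Their scale and direction were tested on the values. The array medians lay between -0.04 and 0.04, and arrays of opposite dye orientation in a comparison correlated at 0.108 to 0.79 (16 pairs), beside 0.224 to 0.891 for arrays of the same orientation (8 pairs), so that the dye-swapped arrays had already been turned. The labels and Figure 1 give opposite dyes for every array, and the direction was therefore set by the ND101/W23 values of Additional data file 6. Probe numbers of the study were joined at a constant offset of 3, at which 22 of 22 EST accessions known from both sources matched. Product names from the tables of the study cover 1249 probes and EST names 1619. A gene table of the platform covers 204 probes, 83 of them with a value and 1 gene symbol.

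Differential expression was tested with limma 3.58.1 in R 4.3.3, in a model for each tissue on its 6 arrays with a mean for each line, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 when all 3 ratios had the same sign. Contrasts were fitted for A619 against ND101/W23 in each tissue and, within a line, for 1.5 mm against 1 mm anthers and for leaf or pollen against the mean of both anther stages. Both anther stages were also tested together. Gene lists were tested with camera in limma at its preset correlation of 0.01 and with an estimated correlation, over the 21 of 23 lists with at least 5 measured probes. Of these, 6 lists are the study's own tables: leaf-specific, pollen-specific, 1 mm and 1.5 mm anther-specific transcripts, cell cycle transcripts and the qRT-PCR panel. The other lists collect product names by their words. Rank Products, the test of the paper, was computed with 200 permutations. Spreads, clustering (average linkage, 1 minus the uncentred correlation) and correlations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 100000 resamples in permutation tests, and plots used matplotlib 3.10.9. On simulated data, limma called 62 to 67 of 100 probes with a 2-fold and 91 to 97 of 100 with a 4-fold difference, with 5 to 12 false calls. Rank Products called 4 to 87 of 100 with a 2-fold and 96 to 100 of 100 with a 4-fold difference, with 13 to 29 false calls.

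According to Figure 1, arrays of A619 and ND101/W23 with the same replicate number share a W23 sample. This was checked on the values: the deviations from the mean of a comparison correlated between lines at 0.198 to 0.644 for the 12 pairs of arrays with the same number, and at -0.571 to 0.227 for different numbers. A fit with the replicate number as a block was therefore run as an alternative.

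The samples, the tests, the gene lists and the alternatives were set before the data were examined, as was the rule for naming transcripts. For each comparison this rule takes the 10 highest and the 10 lowest called probes with a product name, the highest and the lowest called probe, every probe that the paper names in Figure 4 or in the qRT-PCR panel, and called members of the lists with the largest ratio first. The values of Additional data file 6 had been seen by then. The alternatives were median-centred arrays, arrays scaled to the same median absolute deviation, other filters on probes, fits on 3 or on all 24 arrays, a dye coefficient, the replicate block, Rank Products, no requirement on the signs, complete linkage, a centred correlation and leaving out each replicate in turn.

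Signal intensities, detection calls, antisense probes, Gene Ontology terms, the duplicated probes and the second array platform are not analysed here. The number of arrays limits the precision, and the signal over background of a probe is not known from log2 ratios.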

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

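The tests of the pollen-specific signal, of the scale of the A619 leaf ratios, of the stage of the 1.5 mm anthers and of other groupings of the arrays were chosen after the result was seen.

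A difference between groups of samples was found in the following comparisons. Between A619 and ND101/W23, 58 probes differed in 1 mm anthers, 302 in 1.5 mm anthers and 1659 in leaf by limma. In each of these tissues the 6 arrays allow 10 splits, too few for a share under 0.05, and the highest other split gave 0. In pollen limma called 0 (680 at an unadjusted p under 0.05), and the highest other split also gave 0. These values hold whether or not a split parts the arrays with the same number. Between the anther stages of A619, 175 probes differed, with 3 in the highest of the other splits, and of ND101/W23 0 (379 at an unadjusted p under 0.05), with 2 in the highest. These 10 splits are too few as well.

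Between leaf and anthers, 3355 probes differed in A619 and 792 in ND101/W23, and 1 of 84 splits, the real grouping, was as large in each. The highest other split gave 2134 and 212. Between pollen and anthers, 776 probes differed in A619, where 2 of 84 splits were as large, and 333 in ND101/W23, where 1 of 84 was. The highest other split gave 802 in A619, more than the real grouping. It sets the 3 arrays of 1.5 mm anthers against the 3 of 1 mm anthers and the 3 of pollen, and the split of 2134 sets them against 1 mm anthers and leaf, so that both also hold a difference between tissues. The highest other split in ND101/W23 gave 215. These splits of leaf or pollen against anthers cannot exclude chance, and no conclusion is drawn from them. They count arrays as independent whose ratios the authors scaled to the same variance within a triplicate. Most of them also put arrays of different tissues into 1 fitted group, which the real grouping does not. For each of the 8 comparisons with W23, changing the signs of the 3 ratios gives 4 splits, too few for a share under 0.05; the real counts were 327, 1603, 3317, 121, 557, 313, 812 and 74, and the highest other was 0 for each. For both anther stages together, 1 of 32 splits, the real signs, was as large in each line (1092 in A619 against 142 in the highest other split, and 835 in ND101/W23 against 527). This share is under 0.05 but the smallest that 32 splits can give, so that it argues against chance without excluding it.

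A signal of pollen-specific transcripts outside pollen, which the paper does not report, was found on 3 arrays: on leaf replicate 3, 78 of 329 pollen-specific probes were at least 2-fold lower than W23 in both lines, against 2 of 322 on replicate 1 and 4 of 327 on replicate 2. On replicate 2 of ND101/W23 1 mm anthers, 95 of 330 were at least 2-fold higher than W23, against 2 and 4 on the other replicates, and 72 probes were in both groups (22.5 for independent lists). For leaf replicate 3 the tables argue against noise or the normalization, since 1.61% of the 1.5 mm anther-specific probes were lower there in both lines, beside 23.7% of the pollen-specific probes. This was not tested for replicate 2 of ND101/W23 1 mm anthers. On that array 24 of the 126 1.5 mm anther-specific probes were at least 2-fold lower and 4 higher (4 and 3 on replicate 1, 17 and 8 on replicate 3). Pollen RNA in the W23 leaf sample 3, which replicate 3 of both lines shares, remains a candidate explanation: over 322 probes the deviations of both lines correlated at 0.898 (0.589 over the other probes). Pollen RNA in the ND101/W23 1 mm anther sample 2 is likewise open, with a correlation of -0.877 between the leaf and the anther deviations (-0.357 over the other probes), and no biological explanation was tested; the pollen list was picked by the study from these samples, and TC270264, a pollen specific clone, had ratios of -2.71 and -2.42 on the leaf arrays and 4.03 on the anther array, chosen after the values were seen.

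A619 leaf had more calls (3317) than any other comparison under limma. Differences of the W23 leaf samples do not account for the whole of it, since the same probes had a median log2 ratio of 0.223 in ND101/W23 leaf in the direction of A619 (0.2 to 0.22 on the arrays), under the bound of 0.48 set for the test; their median size in A619 was 0.96. Sequence differences under the probes would show in every tissue that expresses the transcript, but the 2870 calls on no tissue-specific list had a median of 0.0833 in that direction in A619 1 mm anthers (0.08 to 0.09 on the arrays). This argues against sequence differences for most of the calls whose transcripts 1 mm anthers express, but cannot exclude them for a part. Which transcripts these are is not known without detection calls. All ratios were also narrower there, with a scaled median absolute deviation of 0.282 per array against 0.667 in A619 leaf. Of the 2870, 63.3% had the same direction in A619 1 mm anthers as in leaf. A wider scale from the authors' scaling of the A619 leaf ratios may contribute: the spread of A619 relative to ND101/W23 was 2.06 over the anther-specific probes and 1.88 over the other probes, within the 10% bound of the test by a narrow margin. With all arrays scaled to the same median absolute deviation A619 leaf had 2389 calls and the next comparison 1813 (1.32 times, and 1.32 to 2.22 times without 1 replicate), with only the 3 arrays of a comparison, where a common factor cancels, 2525 and 1948 (1.3 times, but 0.581 and 0.924 times without replicates 1 and 2), and with Rank Products 324 and 290, so that a wider scale as the whole cause of the number of calls cannot be told apart from an untested difference between the leaves of the lines.

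In A619 1.5 mm anthers, 79 of 218 1 mm anther-specific transcripts were lower than in W23 and 19 higher (99 and 24 adjusted over the list alone; median -0.49, adjusted p = 2.94e-06 from limma's camera; adjusted p = 0.599 with an estimated correlation). If A619 anthers were further along the course of W23, the 1.5 mm anther-specific transcripts would be higher, provided that they still rise past that stage. Their median log2 ratio was -0.127 (-0.255 to -0.04 on the arrays). The course of these transcripts after 1.5 mm is not known, so that their median cannot exclude a further stage of the A619 anthers. If the W23 samples were younger than intended, the 1 mm anther-specific transcripts would be lower in ND101/W23 too, where the median was 0.0467 (-0.165 to 0.19). A difference between the lines stays open and untested, and the authors' normalization was not tested as an explanation here.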

How the results depend on the processing

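The settings that drop the pollen-specific probes or the arrays that carry their signal, the pairing of arrays in contrasts between tissues, and the alternatives for calls of at least 2-fold other than Rank Products, median-centred arrays and leaving out replicates, were chosen after seeing the data. The cause was not tested for any change below, and a fit without 1 replicate has fewer arrays.

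Counts of probes called changed by more than 1.5 times as follows. With only the 3 arrays of a comparison they were 603 (A619 1 mm anthers), 46 (A619 pollen), and 117, 30 and 34 (ND101/W23 1 mm anthers, 1.5 mm anthers and pollen). A fit of all 24 arrays gave 373 in A619 pollen and 536 and 326 in ND101/W23 1.5 mm anthers and pollen; with a dye coefficient in it the counts were 396, 577 and 356, and 1338 in ND101/W23 leaf. Arrays scaled to the same median absolute deviation gave 712 and 80 in A619 1 mm anthers and pollen and 213 and 1813 in ND101/W23 1 mm anthers and leaf. With the replicate block the counts were 184 in A619 pollen, 890, 538, 1919 and 150 in the 4 ND101/W23 comparisons, and 172, 822, 2612 and 1 between the lines; it moved the calls of at least 2-fold in ND101/W23 pollen to 122 and no other count by more than 1.5 times, and among the transcripts named here it changed 1 call, that of TC270718 in ND101/W23 leaf. Rank Products gave 290 and 324 in A619 1.5 mm anthers and leaf, both also at 2-fold or more, 113, 137 and 179 in ND101/W23 1 mm anthers, 1.5 mm anthers and leaf, and at 2-fold or more 113, 179 and 110 in 1 mm anthers, leaf and pollen of ND101/W23. Median-centred arrays gave 7 between the lines in pollen. Calls of at least 2-fold changed as follows under the other alternatives: with only 3 arrays to 46 in A619 pollen and 117, 30 and 34 in ND101/W23 1 mm anthers, 1.5 mm anthers and pollen; with all 24 arrays to 190 and 180 in pollen of A619 and ND101/W23, and with the dye coefficient to 189 and 185 there and 271 in ND101/W23 1.5 mm anthers; and with arrays scaled to the same median absolute deviation, which alters the ratios, to 452 and 630 in A619 1 mm anthers and leaf and 150 in ND101/W23 1 mm anthers.

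Leaving out 1 replicate gave 44 to 75, 191 to 1514, 1616 to 2988 and 0 to 122 calls in A619 (1 mm anthers, 1.5 mm anthers, leaf and pollen) and 0 to 383, 0 to 920, 0 to 451 and 0 to 89 in ND101/W23. At 2-fold or more these were 44 to 75, 191 to 701, 1323 to 1757 and 0 to 122 in A619, and 0 to 347, 0 to 439, 0 to 338 and 0 to 89 in ND101/W23. Between the lines they were 0 to 23, 0 to 477, 8 to 1414 and 0 to 4. Between 1.5 mm and 1 mm anthers they were 0 to 92 in A619 and 0 to 17 in ND101/W23, between leaf and anthers 1838 to 2638 and 57 to 689, between pollen and anthers 194 to 551 and 17 to 191, and over both anther stages 655 to 918 and 236 to 1339.

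With an estimated correlation 0 gene lists passed camera in limma, instead of 1 in A619 1.5 mm anthers, 2 in A619 leaf, and 3, 1 and 1 in ND101/W23 1 mm anthers, 1.5 mm anthers and leaf. Without the arrays that carry a pollen signal 0 lists passed in ND101/W23 1 mm anthers and 0 in ND101/W23 leaf.

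The spreads over probes and the shares within 2-fold kept their values within the spread of the replicates on median-centred arrays and on probes with a value on all 24 arrays. The correlation with qRT-PCR stayed positive and past its threshold, with an r squared of 0.471 to 0.517 without 1 replicate, 0.471 with medians and 0.137 with all pairs. The tree kept at least 5 of its 6 branches with complete linkage, a centred correlation and without each replicate. Counts stayed within 1.5 times in 8 of 8 comparisons without the requirement on signs and with probes measured on at least 2 arrays, and without the pollen-specific probes.

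Of 61 values of transcripts named here in a comparison with W23, 0 reversed in 791 values under alternatives, which says little about direction. A call needs 3 ratios of the same sign, so that leaving out a replicate could not reverse it, and Rank Products used the same mean. Of the 791 values, 705 were on the same side of the threshold, 79 lost their call and 7 gained one. With all 3 arrays kept, 589 were on the same side, 15 lost their call and 4 gained one. Signal over background, which limits how small a ratio can be told from noise, is not known from log2 ratios.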

Differences from the paper's values

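The paper's counts are those of Rank Products at a false discovery rate of 5% with ratios of the same sign, and the values here are those of limma at the same rate with the same requirement. No test in this part was chosen after the result was seen. The paper gives 278 differentially expressed transcripts in A619 1.5 mm anthers, and 1603 were called here; of the alternatives set before the data were examined, Rank Products (290) and the fit without replicate 3 (191) come within 1.5 times of the paper's count and the others do not.

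The paper's count for A619 leaf is 320, and 3317 were called here; Rank Products (324) comes within 1.5 times and the other alternatives do not. For ND101/W23 1 mm anthers the paper has 157 and the count here is 557; Rank Products (113), the fit on only 3 arrays (117) and arrays scaled to the same median absolute deviation (213) come within 1.5 times, the others do not. For ND101/W23 1.5 mm anthers the paper has 163, against 313 here, and for ND101/W23 leaf 237, against 812; Rank Products (137 and 179) comes within 1.5 times in each and the other alternatives do not.

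The paper states that about 95% of the transcriptome is at comparable levels in W23 and A619. In A619 leaf, 57.9% of the probes had no call here. This share is over all probes tested, also those not detected in leaf, while Table 1 of the paper lists transcripts detected in each tissue. In 1 mm anthers, 1.5 mm anthers and pollen of A619, 4.14%, 20.35% and 1.54% of the probes were called. For leaf, of the alternatives, Rank Products left 95.9% without a call. A bound of 1.5 times is wide for a share of this size, and only 3 arrays (68%), arrays scaled to the same median absolute deviation (69.7%), the fit without replicate 1 (79.5%) and that without replicate 2 (67%) also come within it, although they call 32.0%, 30.3%, 20.5% and 33.0% of the probes; the other alternatives do not.

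The paper finds more differences from W23 in A619 than in the hybrid at both anther stages. In 1 mm anthers, limma called 327 probes in A619 and 557 in ND101/W23, while in 1.5 mm anthers it called 1603 and 313. The paper's order in 1 mm anthers was found with Rank Products (283 and 113), with only 3 arrays (603 and 117), with arrays scaled to the same median absolute deviation (712 and 213), without replicate 2 (44 and 43) and without replicate 3 (75 and 0). The paper places the hybrid close to W23 in every tissue and closer than A619. The SD over probes of the mean log2 ratio was 0.43 in A619 and 0.51 in ND101/W23 in 1 mm anthers, and 0.65 and 0.46 in 1.5 mm anthers, 1.00 and 0.53 in leaf, and 0.41 and 0.40 in pollen. This SD also holds the noise of the arrays. In 1 mm anthers the replicates correlated at 0.303 to 0.475 in ND101/W23 and at 0.587 to 0.718 in A619, so that it does not rank the lines there. The paper also draws on shared transcripts and absolute intensities, which are not used here.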

Other observations

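The counts over all 4 tissues and over opposite directions, the order of the replicates at the 1.5 mm stage and the counts of pollen-specific calls were chosen after the result was seen.

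Of 7817 probes measured on all arrays, 7 were higher in all 4 tissues of A619 and 1 was lower (0.0203 and 0.0303 for independent tissues), and 3 were higher and 1 lower in ND101/W23 (0.00118 and 0.00129). The probe lower in all 4 tissues of ND101/W23 is that of CR14 (TC259322). The paper lists this transcript as not detected in pollen, both on the array and by qRT-PCR. It marks the qRT-PCR pairs of the other tissues as outliers. The tissues share their lines, and a difference of the sequence under a probe was not tested for these probes.

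Probes called in both lines went in the same direction in 90 cases in 1 mm anthers, 172 in 1.5 mm anthers, 452 in leaf and 25 in pollen, and in opposite directions in 1, 16, 61 and 0 (11.3, 31, 165 and 0.584 for independent lists). Among the opposite ones in leaf are TC273756, weakly similar to a lysophospholipase, with log2 ratios of -1.66 in A619 and 1.94 in ND101/W23, and AW057054, similar to the auxin-responsive protein IAA18, with -1.16 and 1.30; both were chosen after their values were seen. The lines share their W23 samples, which raises the number of calls in the same direction.

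At the 1.5 mm stage, replicate 1 gave the highest ratio in both lines for 1444 of 6317 probes on no tissue-specific list, replicate 2 for 1364 and replicate 3 for 632 (951, 732 and 422 if the lines were independent).

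Of the calls in comparisons with W23, 4, 33, 53 and 9 were on the pollen-specific list in A619 (1 mm anthers, 1.5 mm anthers, leaf and pollen) and 2, 6, 15 and 4 in ND101/W23.

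The remaining gene lists did not pass camera in limma in any comparison, apart from pectin and cell wall modification in the 1 mm anthers of ND101/W23 (median 0.827, adjusted p = 0.0154 from limma's camera; adjusted p = 0.951 with an estimated correlation; 0.447 without replicate 2), where 1 of 17 members was called higher and 0 lower (2 and 1 adjusted over the list alone). The median of this list was 0.02, 2.17 and 0.17 on replicates 1, 2 and 3, and replicate 2 is the array on which 95 of 330 pollen-specific probes were at least 2-fold higher than in W23. Of all 7876 probes in A619 1.5 mm anthers, 920 were lower and 683 higher. On the lists made from product names, 18 of 71 kinases and phosphatases were lower there and 1 higher (19 and 1 adjusted over the list alone), 9 of 44 transporters lower and 0 higher (10 and 0), 7 of 41 transcription factors lower and 2 higher (7 and 2), and 6 of 20 proteasome and ubiquitin proteins lower and 1 higher (7 and 1). Of the cell cycle transcripts, 11 of 69 were lower and 8 higher (13 and 9), of the tubulins and kinesins 2 of 31 lower and 5 higher (2 and 5), and of the qRT-PCR panel 2 of 23 lower and 8 higher (2 and 10). In the lists that follow, the counts there were the same over the list alone: 3 of 14 proteins of the actin cytoskeleton lower and 0 higher, 4 of 17 of the cell cycle and DNA replication lower and 1 higher, 3 of 13 heat shock proteins and chaperones lower and 2 higher, 0 of 13 ribosomal proteins lower and 4 higher, 2 of 6 defence proteins lower and 1 higher, and 1 of 5 transposable elements lower and 0 higher.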
